# Transcript profiling reveals complex auxin signalling pathway and transcription regulation involved in dedifferentiation and redifferentiation during somatic embryogenesis in cotton

**DOI:** 10.1186/1471-2229-12-110

**Published:** 2012-07-20

**Authors:** Xiyan Yang, Xianlong Zhang, Daojun Yuan, Fangyan Jin, Yunchao Zhang, Jiao Xu

**Keywords:** Auxin signalling pathway, Cotton, RNA-seq, Somatic embryogenesis, Transcription profile, Transcription regulation

## Abstract

**Background:**

Somatic embryogenesis (SE), by which somatic cells of higher plants can dedifferentiate and reorganize into new plants, is a notable illustration of cell totipotency. However, the precise molecular mechanisms regulating SE remain unclear. To characterize the molecular events of this unique process, transcriptome analysis, in combination with biochemical and histological approaches, were conducted in cotton, a typical plant species in SE. Genome-wide profiling of gene expression allowed the identification of novel molecular markers characteristic of this developmental process.

**Results:**

RNA-Seq was used to identify 5,076 differentially expressed genes during cotton SE. Expression profile and functional assignments of these genes indicated significant transcriptional complexity during this process, associated with morphological, histological changes and endogenous indole-3-acetic acid (IAA) alteration. Bioinformatics analysis showed that the genes were enriched for basic processes such as metabolic pathways and biosynthesis of secondary metabolites. Unigenes were abundant for the functions of protein binding and hydrolase activity. Transcription factor–encoding genes were found to be differentially regulated during SE. The complex pathways of auxin abundance, transport and response with differentially regulated genes revealed that the auxin-related transcripts belonged to IAA biosynthesis, indole-3-butyric acid (IBA) metabolism, IAA conjugate metabolism, auxin transport, auxin-responsive protein/indoleacetic acid-induced protein (Aux/IAA), auxin response factor (ARF), small auxin-up RNA (SAUR), Aux/IAA degradation, and other auxin-related proteins, which allow an intricate system of auxin utilization to achieve multiple purposes in SE. Quantitative real-time PCR (qRT-PCR) was performed on selected genes with different expression patterns and functional assignments were made to demonstrate the utility of RNA-Seq for gene expression profiles during cotton SE.

**Conclusion:**

We report here the first comprehensive analysis of transcriptome dynamics that may serve as a gene expression profile blueprint in cotton SE. Our main goal was to adapt the RNA-Seq technology to this notable development process and to analyse the gene expression profile. Complex auxin signalling pathway and transcription regulation were highlighted. Together with biochemical and histological approaches, this study provides comprehensive gene expression data sets for cotton SE that serve as an important platform resource for further functional studies in plant embryogenesis.

## Background

Somatic embryogenesis (SE) is the developmental process by which somatic cells undergo dedifferentiation to generate embryogenic cells and form a somatic embryo, from which new plants can be regenerated [1,2]. This process can be divided into two stages. First, somatic cells re-enter the cell cycle and transform into a dedifferentiated cell state; they then acquire embryogenic potential, characterized by a reorganization of cell physiology, metabolism and gene expression [3]. This process is experimentally induced by changes of culture conditions, using exogenous plant growth regulators (PGRs) and stress. Following that, cells with embryogenic potential can differentiate into somatic embryos [4,5].

Morphological, biochemical, and more recently, molecular aspects of SE have been described [6-8]. Following early preliminary experiments on differential gene expression [9], the mechanisms of gene regulation during SE in many plant species, such as carrot [10], cotton [11], Arabidopsis [12], alfalfa [13], soybean [7] and potato [14] have been investigated. These experiments have resulted in the isolation of numerous genes which are specifically activated, or exhibit differential expression, during SE [1,15].

Cotton is one of the most important economic crops and the main source of natural fibre, but further trait improvement requires efficient genetic manipulation [11]. Cell biological approaches, including tissue culture and genetic engineering, have been widely applied to cotton breeding. As a result, transgenic varieties with herbicide and pest resistance have been developed [16]. However, a reproducible and highly efficient plant regeneration scheme is required for cotton species, which remains a recalcitrant species to manipulate *in vitro*[17]. Thus far, reports of high-frequency regeneration of cotton via SE have been limited owing to a genotype-dependent response [18], and the majority of the reports on *in vitro* regeneration of cotton only pertain to specific varieties such as Coker lines [19]. More recently, an elite genotype for *in vitro* cellular manipulation, which showed more efficient regeneration ability than Coker lines, was identified in our laboratory [20]. The identification and isolation of genes critical for SE are of great importance for improving the embryogenic competence and regenerability of a wider range of cultivars and thus accelerating the production of transgenic cotton varieties. This requires new molecular information.

Physiological and biochemical changes during SE are reflected in the transcriptional modulation of many genes [7,9,21]. A number of genes that are activated or differentially expressed during the induction and development of somatic embryos have been cloned and studied using various molecular techniques [22-24]. However, little is known about global transcriptional changes and their regulation. Genome-wide expression analyses provide essential building blocks for elucidating molecular function. The analysis of cDNA amplified fragment length polymorphisms [25], Suppression Subtractive Hybridization (SSH) and microarrays [11,21,26] have provided the first pictures of transcriptome dynamics during cotton SE and early events of cellular dedifferentiation, but these approaches suffer from a number of drawbacks and the data are far from complete. Recent studies have highlighted the significance of next-generation sequencing technologies for genome-scale expression analyses in higher eukaryotes, including whole-transcript sequencing and assembly (RNA-Seq) using the long-read, 454 platform [27] and the massively parallel Illumina [28] and ABI SOLiD [29] systems. These approaches produce millions of short cDNA reads that can be mapped to a reference genome and/or transcriptome sequence to obtain a genome-scale transcriptional map consisting of the transcriptional structure and the expression level for each gene. Resolution of these networks is possible because of the increased sensitivity and specificity of transcript analysis by the method [30].

To create a more complete survey of transcriptome content and dynamics during cotton SE, we used a next-generation sequencing approach, Illumina Digital Gene Expression (DGE) technology. To our knowledge, this represents the first genome-wide gene expression profiling of SE in cotton, and the data presented here will serve as a foundational resource for future studies addressing fundamental molecular and developmental mechanisms that govern plant embryogenesis.

## Results

### Kinetics of cotton SE

Changes in morphology and histology during SE were determined in explants over 40 days following phytohormone induction [indole-3-butyric acid (IBA) + kinetin (KT)]. Hypocotyl explants were used as controls (Figure 1A). To monitor initial cellular dedifferentiation events, explants were sampled at 6 h, 24 h and 48 h after induction (Figure 1B-D). Nonembryogenic calli (NECs) were sampled at 40 d post-induction (Figure 1E) when the calli were loosening, and abundant. Embryogenic calli (ECs) were sampled after one subculture, when compact primary embryogenic clumps were first identified (Figure 1F). Different stages of somatic embryos [globular embryos (GEs) (Figure 1G); torpedo embryos (TEs) (Figure 1H); cotyledon embryos (CEs) (Figure 1I)] were obtained by experimental synchronization of the suspension culture.

**Figure 1:**
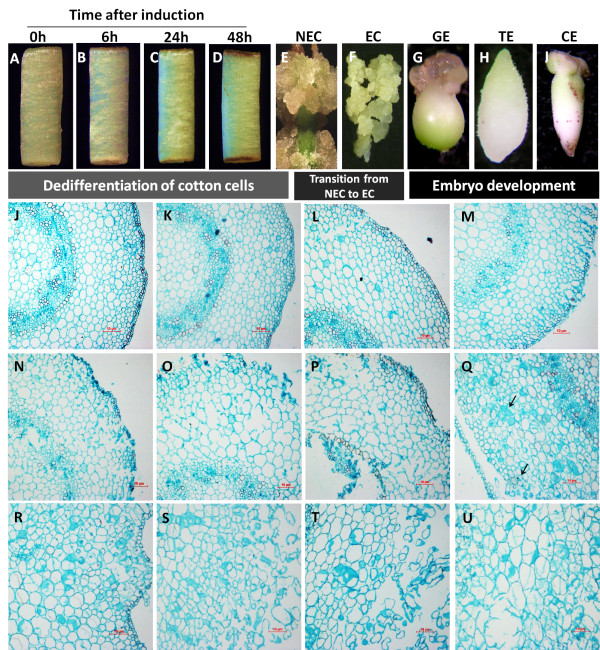
**Schematic representation and histological observation of different time points/stages during somatic embryogenesis used for RNA-Seq analysis.** Initial hypocotyl explants (**A**) used as control. Initial cellular dedifferentiation was sampled from explants after induction for 6 h, 24 h, and 48 h (**B**-**D**). Typical nonembryogenic calli (NECs) were sampled at 40 d of culture time (**E**) when the calluses were loosening and abundant, embryogenic calluses (ECs) were sampled after the first subculture when compact primary embryogenic clumps (**F**) were first identified. Different stages of somatic embryos [globular embryos (GEs), (**G**), torpedo embryos (TEs), (**H**), and cotyledon embryos (CEs), (**I**)] were sampled after synchronization control of somatic embryogenesis by suspension culture. Somatic embryogenesis in cotton passes through three different processes: dedifferentiation of cotton somatic cells, transition from NECs to ECs, and development of Somatic embryos. Histological analysis was made at 0 h, 3 h, 6 h, 12 h, 24 h, 48 h, 72 h, 7 d, 10 d, 15 d, 25 d, and 40 d after induction (**J**-**U**).

Hypocotyls cultured for 3 h showed no morphological changes compared to fresh hypocotyls (0 h explants, Figure 1J-K). On the third day of induction, both ends of hypocotyls had expanded, but histological observation showed expanding epidermal cells at 24 h after induction (Figure 1N). Some epidermal cell expansion was evident by 6 h to 12 h after induction (Figure 1L-M). Subsequently, epidermal, parenchyma and primary cambium cells expanded and dissociated from explants (Figure 1O-P). After 7 d of culture, callus could be seen at the end of explants, which subsequently proliferated. Histological observation showed that the epidermal and primary cambium cells rapidly entered cell division and the unattached meristematic cell masses separated from the primary meristem (Figure 1Q). Some cells went through distinct cellular dedifferentiation and then began to divide and proliferate normally (Figure 1R-U). After about 40 d of culture, some ECs were produced. Thus, SE in cotton passes through three different processes as shown in Figure 1: dedifferentiation of cotton somatic cells, transition from NECs to ECs and development of somatic embryos.

### Dynamics of endogenous indole-3-acetic acid during SE

To monitor auxin changes during SE, the concentration of endogenous indole-3-acetic acid (IAA) was measured by HPLC-MS at different time points during dedifferentiation and redifferentiation during cotton SE. It was found that the endogenous IAA concentration gradually decreased during dedifferentiation and then increased to reach a relatively high level (11-fold of that in hypocotyl) in ECs (Figure 2). Previous studies have also shown that sharp changes in endogenous auxin levels might be one of the first steps leading to SE [31,32]. However, the endogenous level of IAA subsequently decreased during somatic embryo development and showed modulated concentration in GEs (2.17-fold of that in hypocotyl), TEs (3.37-fold of that in hypocotyl) and CEs (2.82-fold of that in hypocotyl) (Figure 2). Therefore during the dedifferentiation process and subsequent division of callus cells, the IAA content steadily decreased until redifferentiation, while redifferentiation was correlated with a sharp increase in auxin concentration (Figure 2). During the late dedifferentiation (NEC) stage, with the lowest extreme of IAA content (0.04-fold of that in hypocotyl) detected (Figure 2).

**Figure 2:**
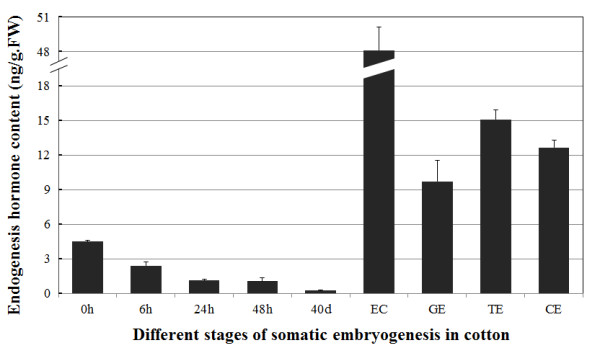
Endogenous IAA content in dedifferentiation and redifferentiation cultures during cotton SE.

### Global analysis of differential gene expression during SE

High resolution analysis of differentially expressed genes during SE was achieved using RNA-Seq technology. 

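Digital gene expression counts 21-base tags, each a CATG site of NlaIII and the 17 bases after it, and 1 library was sequenced for each time point or stage. The 9 libraries were hypocotyls at 0 h, explants at 6 h, 24 h and 48 h of induction, NECs after 40 d, ECs, GEs, TEs and CEs. The 0 h hypocotyls came from seedlings given as 6 d old in the methods and as 7 d old in the sample label. No stage had replicates, so each test here compares 2 libraries and not 2 conditions, and its error is counting error. The authors removed adaptor tags, tags containing N and tags with a copy number of 1, mapped the remaining clean tags to cotton unigenes with at most 1 mismatch, dropped tags that matched several genes, and summed the tags of each gene. Their deposited files give raw tag counts per gene with TPM, scaled to the clean tags of the library, copy numbers of every clean tag, and log2 ratios to 0 h for the differentially expressed genes. Clean tags numbered 3713673 at 0 h, 3574921 at 6 h, 3421294 at 24 h, 3433665 at 48 h, 3649041 in NECs, 3542887 in ECs, 3542767 in GEs, 3662505 in TEs and 3567705 in CEs.

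From the counts, each stage was compared with 0 h, ECs with NECs, and each embryo stage with ECs, which made 12 comparisons. Each gene was tested with an exact conditional binomial test of its unambiguous tags given the clean-tag totals. In this exact binomial test a gene was differentially expressed at a P value of 0.001 or less, a false discovery rate below 0.05 and an absolute log2 ratio of TPM of at least 1, with 20 TPM or more in at least 1 of the 9 libraries and 0 TPM set to 0.01. The log2 ratio of a named gene is printed with its exact 95% interval, and these intervals cover counting error alone. A gene without tags was set at a limit of 3 tags. Tags with a copy number of 1 had been removed, so more may have been present and each fold given as "at least" is approximate. These folds also leave out the counting error of the other library, so an exact 95% limit would be lower. Gene lists are given as the median log2 ratio after adding 1 TPM to both libraries, with its percentile among 10000 random lists of equal size and similar abundance. The authors chose the auxin-related genes from those they called differentially expressed. The lists of these genes therefore have a second percentile, added after the values were seen, among random lists drawn only from the 5076 genes of the authors' table.

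The share of tags by their last 2 bases differed between libraries. Tags ending in AA made 24.8% of clean tags at 48 h, 25.4% in NECs and 21.5% in CEs, but 4.37% at 24 h and 4.88% in TEs. A gene offset for these bases, estimated in each library from the tags outside the gene files, was therefore added as an alternative after the data had been examined, and "with offsets" below refers to it. For AA the log2 effect of outside tags exceeded that of gene tags, at 1.94 against 1.21 at 48 h and 1.89 against 1.46 in NECs. It was larger in size in every library except 0 h and ECs. Ratios with offsets of genes with AA tags may therefore be overcorrected.

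**Figure D1:**
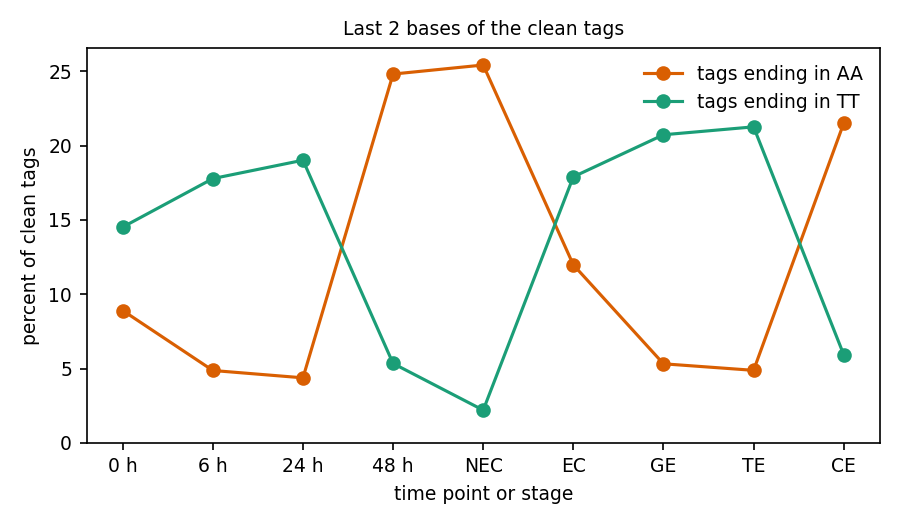
Percent of the clean tags of each library that end in AA or in TT, for the 9 libraries in order of culture. The AA share ran from 4.37% at 24 h to 25.4% in NECs and the TT share from 2.20% in NECs to 21.3% in TEs.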

A total of 32,108,458 clean tags of 21 bp in length were generated. 

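The totals of the 9 libraries sum to this number in the deposited tag files, where every clean tag has 21 bases and at least 2 copies. The largest library held 1.09 times as many clean tags as the smallest. The files list 354388 distinct clean tags, of which 33627 occurred in all 9 libraries.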

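When the copies of each library were thinned at random, 50% of the clean tags still detected 95.6% to 96.1% of the genes found at full depth. At 90% of the clean tags the share was 99.8% to 99.9%. Tags with a copy number of 1 had been removed before thinning, so every gene began with at least 2 tags. The high share at 90% follows from this and does not test saturation.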

Sequencing saturation analysis indicated that these were sufficient for quantitative analysis of gene expression ( Additional file 1 Figure S1). There was an average of 1,358,599 unambiguous mapped tags, i.e., 90.25% of all mapped tags (1,505,420), representative of 70,086 distinct unambiguous mapped tags, representing 97.47% of all reference tags (Table 1, Additional file 2Table S1). 

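The deposited gene counts sum to 914062 tags at 48 h, the smallest total, and to 1166861 tags at 0 h, the largest. They make a mean of 28.7% of the clean tags of a library, with 25.9% in ECs and 31.4% at 24 h.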

To reveal the molecular events behind DGE profiles, we mapped the tag sequences to a reference database (cotton unigenes from NCBI) containing 20,671 unigene sequences. Of these sequences, 93.66% (19,360) possessed the *Nla*III restriction site (CATG) used in the tag library construction. For each sample, more than half of the tags could not be mapped to the cotton reference unigenes (Table 1). 

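In the deposited files, 68.6% to 74.1% of the clean tags of a library were not among the tags listed for genes. The paper's Table S1 counts 53.7% to 61.7% as unknown, and another 8.71% to 10.4% as unambiguously mapped beyond the tags in the gene files. These outside tags included 311217 distinct sequences, and 16952 of them reached 20 TPM in a library, against 5538 tags listed for genes.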

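Distinct clean tags per library ran from 116334 in TEs to 134986 at 24 h, with 123428 at 48 h. Distinct tags listed for genes ran from 17086 in GEs to 23890 at 24 h.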

Among the 116,334 (TEs) to 134,986 (48 h) distinct tags generated from the Illumina sequencing of these libraries, 30,986 (GEs) to 39,970 (48 h) distinct unambiguous tags were mapped to a gene in the reference database ( Additional file 2 Table S1). 

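Over the 9 libraries, 15339 genes had at least 1 unambiguous tag, which is 74.2% of the 20671 reference unigenes. Of these, 6172 had a tag in all 9 libraries and 1731 had a tag in exactly 1 library.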

Up to 50.7% (15,339) of the sequences in our reference database could be unambiguously identified by unique tags ( Additional file 3 Table S2). Tags mapped to a unique sequence are the most critical subset of the DGE libraries because they can unambiguously identify a transcript.

**Table 1:** Overview of tag number

		**No. of clean tag**	**No. (%) of Unambiguous mapped Tag**	**No. (%) of Unambiguous tag-matched unigene**	**No. (%) of unknown tag**
Time of hypocotyls cultured (h)	0	3713673	1551964(41.79)	13446(65.05)	1994178(53.70)
	6	3574921	1361344(38.08)	13513(65.37)	2093782(58.57)
	24	3421294	1393380(40.73)	13781(66.67)	1891802(55.29)
	48	3433665	1239777(36.11)	12595(60.93)	1970515(57.39)
Noembryogenic calli		3649041	1423394(39.01)	12687(61.38)	2013798(55.19)
Embryogenic calli		3542887	1237924(34.94)	12230(59.17)	2185187(61.68)
Globular embryo		3542767	1333449(37.64)	12406(60.02)	2113500(59.66)
Torpedo embryo		3662505	1427168(38.97)	12749(61.68)	2134578(58.28)
Cotyledon embryo		3567705	1258997(35.29)	12649(61.19)	2162331(60.61)
Average		3567606	1358600(38.06)	12895(62.38)	2062186(57.82)

The expression level of genes was determined by calculating the number of unambiguous tags for each gene and then normalizing this to the number of transcripts per million tags (TPM) [33]. An average of 34,278 unambiguous clean tags per sample were calculated for each gene and then normalized to TPM, which linked the tag numbers with gene expression levels. 

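The gene files list a mean of 19199.8 distinct unambiguous tags per library, and the most 3′ CATG site of a gene held 68.1% to 71.4% of the gene tags.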

The summary of the tag information and gene expression level is shown in Additional file 3 Table S2. We detected the expression of 15,339 genes during cotton SE. 

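Detection in a single library ranged from 9887 genes in ECs to 11705 at 24 h, with a mean of 10485.9. Requiring at least 5 tags in some library lowered the total over all libraries to 12076 genes.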

The dynamic range of DGE spanned five orders of magnitude. However, the tag counts for the majority of genes were low in these libraries. Among these, 5,076 differentially expressed genes were filtered with a cut-off of TPM ≥ 20 (*P* ≤ 0.001) and the absolute value of log2Ratio ≥1 based on the false discovery rate (FDR) < 0.05 ( Additional file 4 Table S3).

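The largest TPM was 19869, reached by S44690443 in ECs, a gene without a database hit whose tag ends in TT. The smallest value above 0 was 0.539 TPM, a ratio of 36894 or 4.57 on the log10 scale.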

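Among gene values above 0, 78.2% lay under 20 TPM and the median was 17 tags. Only 4780 genes reached 20 TPM in at least 1 library. A gene with no tag was given a limit of 3 tags, or 0.808 to 0.877 TPM depending on the library, which leaves removed single-copy tags aside.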

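With these criteria, 4608 genes were differentially expressed in at least 1 of the 8 comparisons with 0 h, and 4530 of them are in the deposited table of differentially expressed genes. Leaving out the TPM filter moved this number by the most genes, to 8276. The largest change as a ratio came from an edgeR exact test with a biological coefficient of variation of 0.4 in place of counting error alone, which left 2073 genes. At 6 h the Audic-Claverie test called 1831 genes and the binomial test 1836.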

The number of genes up- or down-regulated at different developmental stages is shown in Figure 3A. 

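At 6 h 915 higher and 921 lower genes were counted against 0 h, and at 24 h 1081 higher and 1073 lower. The counts were 932 higher and 1488 lower at 48 h, 1066 higher and 1456 lower in NECs and 1300 higher and 1614 lower in ECs. For the embryos they were 1144 higher and 1600 lower in GEs, 1112 higher and 1548 lower in TEs and 1095 higher and 1627 lower in CEs.

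The balance between higher and lower depended on the scaling of the libraries in part of the comparisons. DESeq2 size factors gave 1227 higher and 1178 lower at 48 h, and unambiguous mapped tags as library size gave 52.0% higher in ECs. In NECs, GEs, TEs and CEs lower genes outnumbered higher genes under every scaling run. At 24 h the higher genes fell to 44.4% under TMM. At 6 h the side with more genes changed with the library size, at 55.9% higher with unambiguous tags and 43.9% with TMM. With offsets, NECs had 819 higher and 1320 lower, and of these calls 1665 were shared with the counts above and 7 lay in the opposite direction.

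The median log2 ratio of genes at 20 TPM or more was -0.30 at 48 h, -0.29 in CEs and -0.23 in GEs. It moved to -0.06 under TMM at 48 h and in CEs, and to -0.05 in GEs. In ECs it was -0.13, and with unambiguous tags 0.08.

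**Figure D2:**
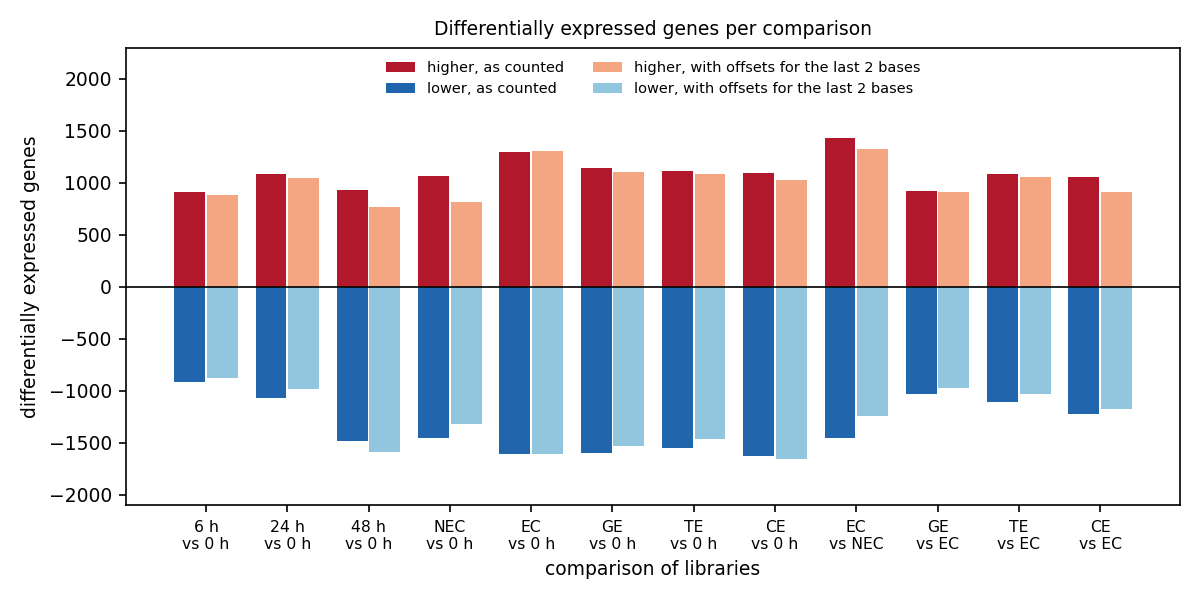
Number of genes higher (above the zero line) and lower (below it) in each of the 12 comparisons, as counted and with offsets for the last 2 bases. At 48 h 932 genes were higher and 1488 lower as counted, against 766 and 1591 with offsets.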

Spatial analysis was also performed on differentially expressed genes to ascertain the degree of overlap existing between the three different developmental processes during cotton SE. There were 3,496, 3,329 and 4,011 differentially expressed genes during dedifferentiation, the transition from NECs to ECs and the somatic embryo development process, respectively (Figure 3B). Among these, less than half (43.8%) of the differentially expressed genes were present in all three developmental processes. 

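Here 3500 genes were differentially expressed in dedifferentiation, taken as 6 h, 24 h and 48 h against 0 h. The transition, taken as NECs and ECs against 0 h, had 3782, and embryo development, taken as GEs, TEs and CEs against 0 h, had 3573. Dropping the TPM filter raised the transition number to 5939, and the test with a coefficient of variation of 0.4 lowered the dedifferentiation number to 805. Comparing ECs with NECs directly gave 1433 higher and 1460 lower genes. With unambiguous tags as library size 54.0% of the genes in that comparison were higher, but with TMM 45.4% and with DESeq2 size factors 45.4%. Against ECs, lower genes outnumbered higher genes in GEs (1028 and 923), TEs (1112 and 1086) and CEs (1224 and 1053). Under TMM the larger group was the higher genes in all of these, at 56.1%, 55.1% and 55.2%.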

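Of the 4608 genes, 2384 or 51.7% were differentially expressed in all 3 processes. Every process is compared with the same 0 h library, which by itself makes the processes overlap. In libraries simulated without any change but with a coefficient of variation of 0.4, 3052.4 genes were called on average and 22.8% of them fell in all 3 processes. With counting error alone no gene was called in the simulated libraries, although log2 ratios to the shared 0 h library still had a median correlation of 0.493, against 0.453 in the measured libraries. Without the TPM filter the measured share was 38.7%.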

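Under the main criteria 284 genes were differentially expressed in dedifferentiation only, 275 in the transition only and 186 in embryo development only. The 3 numbers moved with the filter, to 554, 538 and 360 when 20 TPM was required in 1 of the 2 libraries compared and to 1011, 823 and 705 without a filter. They also moved with where NECs were placed. When NECs were counted with dedifferentiation, ECs were compared with NECs and embryo stages with ECs, the numbers were 682, 136 and 159.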

Significant numbers of genes were present in one developmental process only: 588 genes were only differentially expressed during dedifferentiation of cotton cells, 137 differentially expressed genes were only switched on/off during the transition from NECs to ECs, and 813 genes changed their expression level only during the somatic embryo development process, which suggested that distinct spatial transcriptional profiles were present.

**Figure 3:**
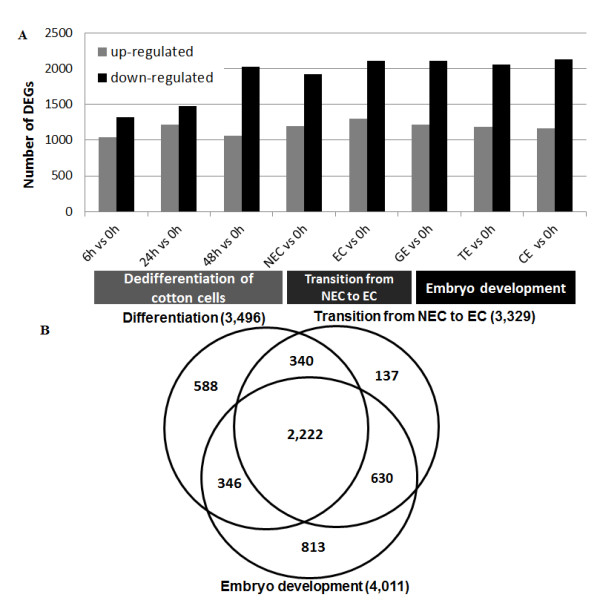
**Histogram and Venn diagram of differentially expressed genes during SE.** The number of genes up- or down-regulated at different time points/stages during SE (**A**) and a Venn diagram showing the differentially expressed genes in each of the three different developmental processes of cotton SE, with the overlapping regions corresponding to the number of differentially expressed genes present in more than one process. The central region corresponds to the expressed genes present in all three processes (**B**).

Annotation of these differentially expressed genes (5,076) was first done by searching using BLASTx against the non-redundant protein sequence (nr) database in GenBank using a cut-off E-value of 10^−5^. Using this approach, 3,274 genes (64.50% of all differentially expressed sequences) returned an above cut-off BLAST result ( Additional file 4 Table S3). A further 1,308 genes (25.77%) belonged to the functional category ‘unclassified proteins’ or ‘predicted protein’. 494 differentially expressed genes could not be matched to any genes in the nr protein database. 

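Among the 4608 genes differentially expressed here, 447 (9.70%) had no nr hit, 1281 (27.8%) matched an unknown or predicted protein and 2880 (62.5%) had a descriptive hit, using the annotation of the deposited tables.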

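The deposited table lists an Arabidopsis match for 4091 of the 4530 genes that it shares with the set called here.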

In a reciprocal BLAST search, we also identified 4,536 cotton unigenes (89.36%) that had an ortholog in Arabidopsis ( Additional file 4 Table S3).

To identify the biological pathways that are active during SE in cotton, we mapped the 5,076 annotated sequences to the reference canonical pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) [34]. In total, we assigned 2,118 sequences to 256 KEGG pathways ( Additional file 5 Table S4). The pathways with the most representation by unique sequences were ‘metabolic pathways’ (291 members) and ‘biosynthesis of secondary metabolites’ (120 members). A hallmark of dedifferentiation and following somatic embryo development is the ability to control cell division and cell wall accumulation associated with polysaccharides metabolism with corresponding hydrolytic enzymes and their accumulation of storage reserves and secondary metabolites [35]. ‘Spliceosome’ (93 members), ‘microbial metabolism in diverse environments’ (70 members) and ‘oxidative phosphorylation’ (53 members) were also enriched as were 22 genes in the ‘plant hormone signal transduction’ pathway. Given the known role of auxin in regulating plant embryogenesis [4], the competence for embryogenic induction might be the result of regulated auxin responses of these cells. These annotations provide a valuable resource for investigating specific processes, functions and pathways and allow for the identification of novel genes involved in these pathways.

Functional categories were assigned to all predicted genes in terms of gene ontology (GO) [36]. We added GO terms using Blast2GO based on the automated annotation of each unigene using BLAST results against the GenBank nr protein database from NCBI [37]. 

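The annotation gives a GO term for 3142 (68.2%) of the 4608 genes. A molecular function was listed for 2376 (51.6%), a biological process for 2212 (48.0%) and a cellular component for 2403 (52.1%), and 1530 (33.2%) had all of these.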

A total of 3,438 unigenes (67.73%) could be assigned to one or more ontologies, and 2,588 (50.99%) unigenes with assigned GO terms had molecular functions, 2405 (47.38%) were involved in biological processes and 2629 (51.79%) were cellular components; 1657 (32.64%) unique sequences were classified in three ontologies. In each main category, the percentages of different levels do not add up to 100% because some deduced proteins had more than one GO category assigned to them. GO annotations for the differentially expressed genes showed fairly consistent sampling of functional classes.

Cellular and metabolic processes were among the most highly represented groups in the biological process category, with each accounting for one third of all genes. This might reflect rapid cell growth and extensive metabolic activities. Genes involved in other important biological processes such as localization (8.1%), response to stimulus (6.8%) and reproduction (4.5%) were also identified (Figure 4A). Under the molecular function category, assignments were mainly to the catalytic and binding activities. In the binding subset, three main groups were present: protein binding (23.5%), nucleic acid binding (19.0%) and nucleotide binding (17.8%). In the catalytic activity subset, two main groups were included: hydrolase activity (14.7%) and transferase activity (15.7%). Transcription factors (4.7%) and signal transducers (2.1%) were also well represented (Figure 4B). The cellular component category identified many genes belonging to the cell part and specifically to intracellular (37.1%) and intracellular organelle parts (34.0%) and the membrane (17.7%) (Figure 4C). A summary of differentially expressed genes annotated in each GO term is shown in Additional file 6 Table S5.

**Figure 4:**
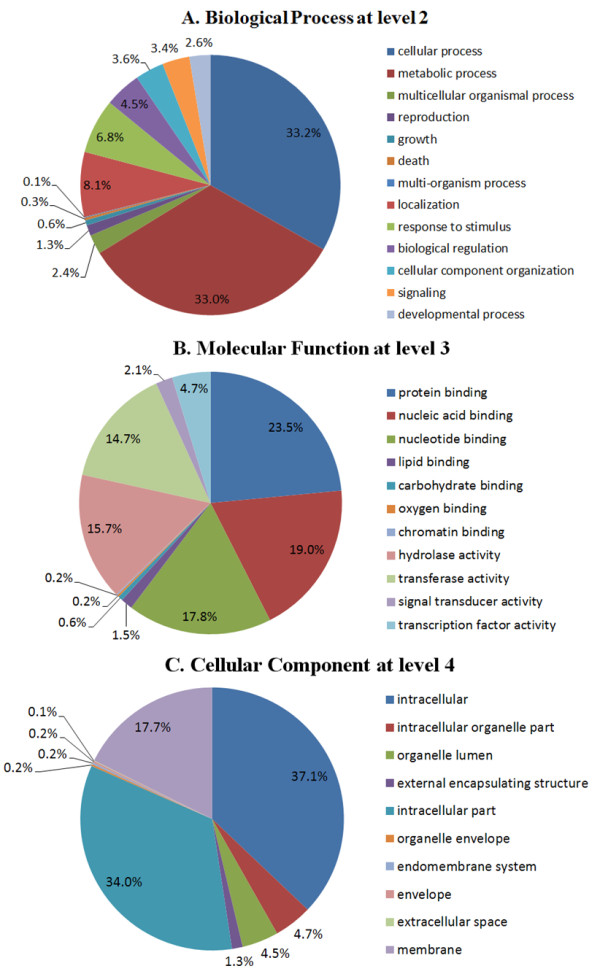
**Functional categories of 5,076 differentially expressed genes that were assigned with GO terms at the appropriate level.** The three GO categories, biological process at level 2 (**A**), molecular function at level 3 (**B**) and cellular component at level 4 (**C**) are presented. The percentages were calculated with respect to all differentially expressed genes in SE

During further investigation of the expression profile of these differentially expressed genes, the 5,076 genes were subjected to hierarchical clustering with the k-means method using Pearson’s correlation distance based on their expression modulation. Each gene was assigned to one of five expression types (Figure 5), representing the number of profiles indicated by figure of merit analysis [38]. Type I genes were positively modulated throughout the whole process and were divided into three sub-clusters. 

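The type assignments of Table S6 cover 5074 genes with counts, 773 of them of type I. Their median log2 ratio to 0 h was 0.90 at 6 h, 1.03 at 24 h, 0.85 at 48 h, 1.66 in NECs, 1.46 in ECs, 2.13 in GEs, 2.09 in TEs and 2.06 in CEs. Genes higher in at least 1 comparison and lower in none made 91.2% of the type. The authors formed all types by clustering the expression of these same libraries. Values here that follow a type's description are therefore no independent check of it.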

Type II genes were negatively modulated throughout the whole process and divided into four sub-clusters based on their expression level in three different processes. 

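Of the 1373 type II genes, 879 (64.0%) were lower in at least 1 comparison with 0 h and higher in none. The median log2 ratio fell from -0.71 at 6 h to -1.22 at 48 h, -2.44 in ECs and -2.72 in GEs.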

Genes in type III up-regulated during dedifferentiation and then down-regulated during EC stage (sub-cluster 1) or somatic embryo development (sub-cluster 2). 

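The 650 type III genes had a median log2 ratio of 0.02 at 6 h, 0.38 at 24 h, 1.58 at 48 h and 1.44 in NECs, then -0.06 in ECs, -1.02 in GEs, -0.98 in TEs and 0.04 in CEs, where 150 of them were higher than at 0 h and 114 lower. With offsets the 48 h, NEC and CE medians were 0.97, 0.75 and -0.29. Against NECs, 421 genes were lower in ECs and 5 were higher.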

While, genes in type IV showed a much different manner, they down-regulated and displayed relative low expression level during dedifferentiation (sub-cluster 1) or at NEC stage (sub-cluster 2), and then up-regulated. However, genes in Type V displayed complex expression profiles and fell into two sub-clusters. 

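Medians of the 1296 type IV genes stayed at 0.00 at 6 h and -0.01 at 24 h, were lowest at -1.33 at 48 h and -1.47 in NECs, and returned to -0.03 in GEs before reaching -0.84 in CEs. With offsets the 48 h median was -1.09 and the NEC median -0.86. In ECs 625 of these genes were higher than in NECs and 291 were lower.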

Sub-cluster 1 contained genes that were up-regulated during the initial dediffer**e**ntiation and showed a relative high peak value at 48 h and then down-regulated at NEC stage, with another high peak value at EC stage, while genes in sub-cluster 2 had expression models opposite that of sub-cluster 1. 

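Taken together, the 982 type V genes had a median log2 ratio of -0.79 at 48 h, -0.36 in NECs and 0.91 in ECs, with 0.05 in GEs. The sub-clusters were not separated here. Against NECs 476 genes were higher in ECs and 139 were lower.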

Expression data for each gene type are available in the Additional file 7 Table S6.

**Figure 5:**
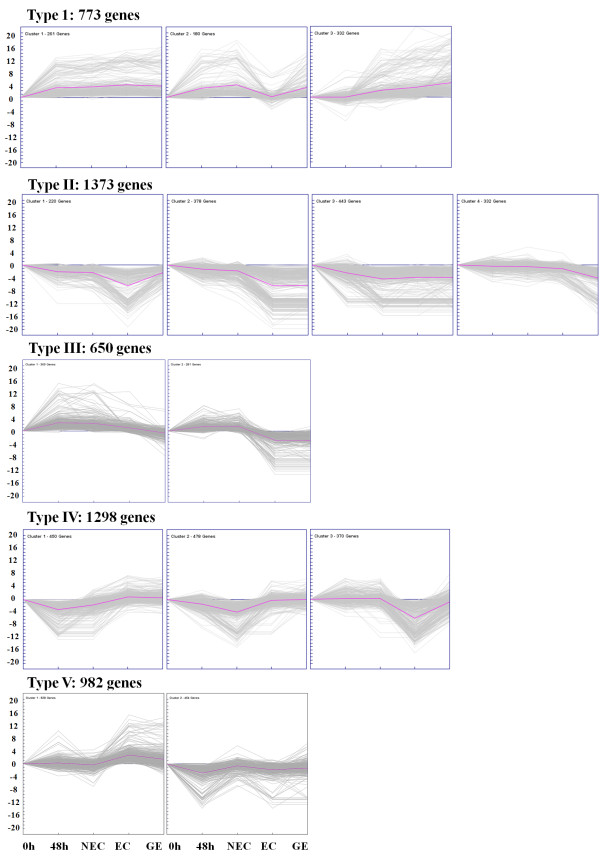
Clustering of differentially expressed genes during somatic embryogenesis in cotton was developed by K-means method based on their expression modulation

### Transcription Factor mRNA present during cotton SE

From a total of 5,076 differentially expressed genes, 466 TF mRNAs, which were differentially expressed with a wide range in abundance (Figure 6; Additional file 8 Table S7), were identified. 

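Counts were at hand for 458 of the TF genes of Table S7, and 406 of these were differentially expressed in at least 1 comparison with 0 h.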

The proportion of TF transcripts relative to the total mRNAs within a population was about 9.18% (466 in 5,076). 

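Over the 8 comparisons with 0 h, 133 TF genes were only higher, 165 were only lower and 108 were higher in some comparisons and lower in others.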

Among those, 127 were up-regulated, and others were down-regulated. 

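Lower TF genes numbered 91 at 6 h, 119 at 24 h, 171 at 48 h, 141 in NECs, 161 in ECs, 147 in GEs, 133 in TEs and 149 in CEs. Higher TF genes numbered 89, 71, 54, 85, 97, 110, 119 and 116 at the same stages. TF genes that were only lower within a process numbered 185 in dedifferentiation with NECs included, 191 in the transition and 177 in embryo development. With offsets 188 TF genes were lower at 48 h and 40 were higher.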

More down-regulated TF mRNAs were detected in the somatic embryo development stage compared with the early dedifferentiation stage and the transition from NECs to ECs stage, reflecting a decrease in TF transcription during the late stage of SE. Among these, 16, 15, 11, 10, 20, 48, 31, 26 and 27 TF mRNAs could not be detected at 0 h, 6 h, 24 h, 48 h, NEC, EC, GE, TE, CE time-points/stages, respectively. Collectively, we detected 351 diverse TF mRNAs throughout the dedifferentiation stage (6 h to NEC), 338 during the transition from NECs to ECs and 342 during somatic embryo development stages ( Additional file 8 Table S7).

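In the gene counts, 14 TF genes had no tag at 0 h, 15 at 6 h, 16 at 24 h, 25 at 48 h, 19 in NECs, 62 in ECs, 27 in GEs, 18 in TEs and 24 in CEs. Each of these could have had up to 3 tags, or more where single-copy tags had been removed. Requiring at least 5 tags for detection moved these numbers most, to 63 undetected TF genes at 48 h and 83 in ECs.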

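Differentially expressed TF genes numbered 359 in dedifferentiation with NECs included, 338 in the transition and 326 in embryo development, where at least 1 tag was found for 448 of the 458 TF genes.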

**Figure 6:**
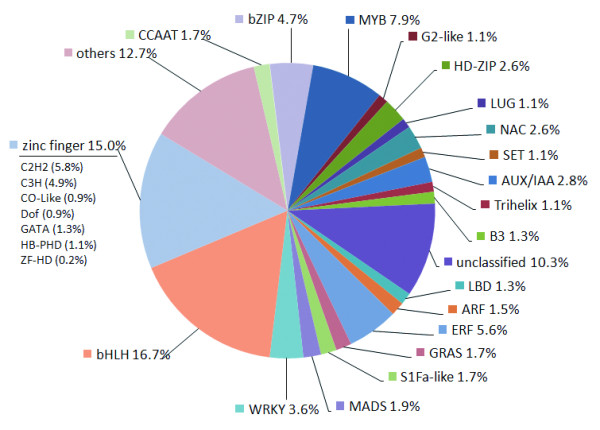
**Differentially expressed TF genes and classification of TF families.** TF genes were classified into TF families by using publicly available Arabidopsis TF databases [Database of Arabidopsis Transcription Factors (DATF); Plant Transcription Factor Database (PlnTFDB); cotton Transcription Factor (http://planttfdb.cbi.pku.edu.cn:9010/web/index.php?sp=gh)]. The 466 TF genes were classified into 22 TF families. Numbers represent the percentage of TF families out of the 466 TF genes. The classification and annotation of all TF genes with respect to functional categories and transcription factor families are presented in Additional file 8 TableS7

We annotated features to major TF families to determine the spectrum of TF mRNAs present during this process (Figure 6). 

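All 22 TF families had at least 1 gene with a tag in each of the 9 libraries.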

All major TF families were represented in the mRNA population at each developmental stage. Taken together, these data suggested that more than 400 diverse TF mRNAs are expressed during SE; the number of TF mRNAs decreased during late embryogenesis; and the representation of specific TF mRNA families differed at specific developmental periods. 

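Direction differed between families within a stage. ERF genes had 10 higher and 3 lower at 6 h, but 3 higher and 11 lower in ECs. WRKY genes had 11 higher and 1 lower at 6 h.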

Zinc finger and bHLH family TFs occupied one third of all TFs. 

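bHLH genes made 17.0% of the 458 TF genes and zinc finger genes 15.1%, together 32.1%.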

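By family, 36 TF genes (7.86%) were MYB or MYB-related, 26 (5.68%) ERF, 22 (4.80%) bZIP and 17 (3.71%) WRKY.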

The MYB family TFs, and others such as ERF, bZIP and WRKY, each accounted for 4% to 6% of identified transcripts.

### Analysis of the auxin signalling pathway during cotton SE

Auxin plays a role in dedifferentiation and redifferentiation, through the modulated response, transduction and amplification of the auxin signal to regulate the expression of genes. In this study, 86 genes related to auxin synthesis, transport, metabolism and the signalling pathway were differentially expressed during SE ( Additional file9 Table S8-1). 

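The summed TPM of the 86 genes was 10003.8 at 0 h and 2482 at 24 h. Of the 86 genes, 78 reached 20 TPM in a library. The median log2 ratio of the list to 0 h was -0.34 (percentiles 0.410 and 10.6) at 6 h, -0.69 (percentiles 0 and 0.260) at 24 h and -0.92 (percentiles 0.02 and 4.02) at 48 h.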

Transcript levels of genes related to auxin homeostasis varied during this process, consistent with a role for auxin in SE. Combined with KEGG results and other annotations, these genes were related to IAA biosynthesis (8 transcripts), IBA metabolism (9 transcripts), IAA conjugate metabolism (8 transcripts), auxin transport (10 transcripts), Aux/IAA (13 transcripts), ARF (6 transcripts), SAUR (4 transcripts), Aux/IAA degradation (17 transcripts) and other auxin-related proteins (11 transcripts).

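By class, IAA biosynthesis genes had a median log2 ratio to 0 h of 1.52 (percentiles 98.8 and 98.6) in ECs. The medians in NECs were -2.66 (percentiles 0.03 and 0.420) for auxin transport and -3.39 (percentiles 0 and 0.850) for auxin-repressed or dormancy-associated genes. For SCF components the median was -0.87 (percentiles 0.350 and 1.09) at 6 h, and ECs against NECs gave 1.13 (percentiles 97.8 and 97.2). ARF genes had -1.47 (percentiles 4.31 and 8.77) at 48 h.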

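Of the biosynthesis genes, TRP1 reached its largest TPM at 48 h (63.8), ASB1 in ECs (184) and TSB2 at 24 h (143). TSB2 had a log2 ratio to 0 h of 2.70 (2.34 to 3.07) at 6 h and 1.98 (1.60 to 2.36) in TEs. FMO stayed under 20 TPM in all 9 libraries and was not differentially expressed. As a group these genes had a median log2 ratio of ECs to NECs of 1.30 (percentiles 94.7 and 93.7). For named genes the offsets were the alternative with the most changed ratios, and the call changed in 119 of the 768 ratios of 64 named genes.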

Eight IAA biosynthesis transcripts, encoding tryptophan biosynthesis 1 (*TRP1*), anthranilate synthase (*ASB1*), tryptophan synthase β-subunit 2 (*TSB2*), nitrilase 4 (*NIT4*), chorismatemutase (*CM1*), *CYP79C1*, *YUC* and *FMO*, showed a complex expression pattern throughout the cotton SE process. 

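TRP1, whose tags end in AA, had log2 ratios to 0 h of 2.76 (2.24 to 3.32) at 48 h, 2.27 (1.74 to 2.84) in NECs and 1.85 (1.29 to 2.43) in ECs. It was not differentially expressed in GEs (-1.15) or TEs (-1.02), and its ratio of 1.04 (0.43 to 1.67) in CEs became -0.25 with offsets. The NEC ratio became 0.62 with offsets and no longer passed. ASB1 was higher at 6 h (1.15, 0.69 to 1.64), 24 h (1.78, 1.34 to 2.24), in NECs (2.35, 1.93 to 2.79), ECs (3.61, 3.21 to 4.03), GEs (2.20, 1.78 to 2.65) and TEs (2.15, 1.73 to 2.60). At 48 h (-0.48) and in CEs (-0.29) it did not differ from 0 h by the criteria. NIT4A was lower at 48 h, at -1.72 (-2.36 to -1.11).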

*TRP1* and *ASB1* were up-regulated throughout embryogenesis, while *NIT4A* was down-regulated, a pattern which was also confirmed by qRT-PCR analysis (Figure 7A). 

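NIT4A had 27.7 TPM at 0 h, 11.3 in ECs and 20.2 in TEs. CM1 peaked at 20.5 TPM at 24 h, a log2 ratio of 1.16 (0.55 to 1.80), and had 3.56 to 4.10 TPM from NECs on. CYP79C1 had no tag from 0 h to 48 h, 2.47 TPM in NECs and 135 TPM in ECs, at least 167-fold above 0 h, with a log2 ratio of ECs to NECs of 5.77 (4.83 to 6.91). YUC had 6.73 TPM at 0 h and was higher in ECs (1.88, 1.23 to 2.59) and CEs (2.36, 1.73 to 3.04). Its tags end in AA, and with offsets the CE ratio was 0.89 and did not pass, while the gene became higher in GEs (1.79) and TEs (2.23) and lower at 48 h (-2.37) and in NECs (-2.78).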

Transcripts for *NIT4A* and *CM1* were restricted to dedifferentiating cells ( Additional file 9 Table S8-2), while transcripts for *CYP79C1* and *YUC* were restricted to embryogenic tissues ( Additional file 9 Table S8-4). Transcripts associated with IAA conjugate metabolism, such as IAA-amino acid conjugate hydrolase/metallopeptidase (*ILL3, ILL6*), IAA amidosynthetase (*GH3.6*, *GH3.17*), IAA-leucine resistant (*ILR1*, *ILR3*) and IAA carboxylmethylransferase 1 (*IAMT1*), were down-regulated. 

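The conjugate metabolism list of 8 genes had its lowest median log2 ratio to 0 h in GEs, at -1.24 (percentiles 6.35 and 25). At the other stages the median ran from -0.89 (percentiles 14.5 and 40.3) in TEs to 0.17 (percentiles 61.5 and 74.5) at 24 h. ILL3 was lower at 48 h (-3.42, -4.32 to -2.63) and ILR3 in NECs (-2.90, -4.02 to -1.94). ILL6 was higher at 6 h (2.54, 2.24 to 2.85) and 24 h (1.61, 1.29 to 1.94), then lower in ECs (-5.69, -8.75 to -3.80). ILR1 was lower at 24 h (-1.44, -2.05 to -0.85) and higher in ECs (1.18, 0.83 to 1.54). GH3.6 rose to 61.5 TPM in GEs, a log2 ratio of 5.25 (4.11 to 6.71), and GH3.17 was higher in NECs (1.76, 1.05 to 2.51). IAMT1 had no tag at 0 h and was at least 59.4-fold higher in ECs.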

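The IBA metabolism genes had a median log2 ratio to 0 h of 0.42 (percentiles 80.7 and 84.2) at 6 h and -1.23 (percentiles 4.39 and 8.68) in NECs.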

Some transcripts for IBA metabolism were also modulated ( Additional file 9 Table S8-1).

**Figure 7:**
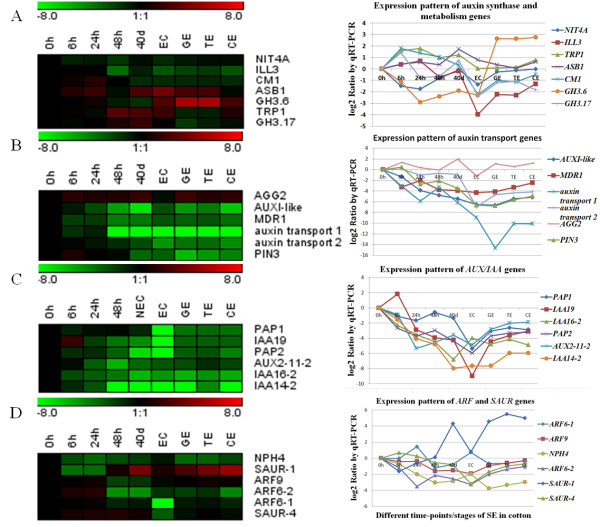
**Detailed expression profiles of genes involved in auxin biosynthesis and signalling pathway.** The relative expression level was obtained by RNA-Seq after taking equation and logarithmic transformations of TPM and by qRT-PCR for data verification

Ten auxin transport-associated transcripts were differentially expressed. 

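AUX1 S33799879 was lower at 24 h (-1.20, -1.62 to -0.79) and 48 h (-4.16, -5.31 to -3.20) than at 0 h and had no tag in NECs, at least 57.0-fold lower. AUX1 S42308191 rose at 48 h, at 3.14 (2.27 to 4.14) and 1.49 with offsets, its tags ending in AA. It had no tag in ECs, GEs and TEs. The AUX1-like gene S29994266 was lower at 24 h (-2.37, -2.55 to -2.18), in NECs (-7.12, -8.13 to -6.28) and in CEs (-6.23, -6.94 to -5.60).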

Three *AUX1* homologous transcripts (zhu1_Ghi#S33799879, zhu1_Ghi#S42308191 and zhu1_Ghi#S29994266) were down-regulated during cotton SE, while only *AUXI*-*LIKE* displayed high levels ( Additional file 9 Table S8-1). Like *AUX1*, three transcripts (zhu1_Ghi#S33805308, zhu1_Ghi#S42333454, zhu1_Ghi#S42298593) responsible for auxin transport were down-regulated. However, another three (zhu1_Ghi#S42308314, zhu1_Ghi#S42299563, zhu1_Ghi#S33832032) were up-regulated, while a *PIN3* homologous transcript (zhu1_Ghi#S42312756) was slightly up-regulated at 0–24 h and then down-regulated ( Additional file 9 Table S8-1). 

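Of these, S33805308 was lower in ECs at -4.83 (-6.73 to -3.43) and MDR1 S42298593 at 48 h at -3.98 (-4.61 to -3.41). S42333454 stayed under 20 TPM and so was not differentially expressed, with 15.3 TPM at 0 h and no tag from 48 h on.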

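AGG2 S42308314 was higher in GEs (1.89, 1.25 to 2.58) and in NECs (1.72, 1.07 to 2.41), where the ratio of 0.85 with offsets did not pass, and its EC ratio was -0.46. TRN1 S42299563, with tags ending in TT, was higher at 24 h (1.12, 0.53 to 1.73) and lower in CEs (-1.57, -2.64 to -0.60), and neither call held with offsets. APM1 S33832032, with tags ending in AA, was higher in ECs (61.0 TPM against 16.2 at 0 h) and at 48 h (1.22, 0.76 to 1.68), where the ratio with offsets was -0.75. PIN3 had log2 ratios of 0.93 (0.71 to 1.16) at 6 h and 0.10 (-0.16 to 0.35) at 24 h, neither differentially expressed, and was lower in NECs at -3.26 (-3.90 to -2.68).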

The expression profiles of selected genes were confirmed by qRT-PCR analysis (Figure 7B).

In addition, we found that several *Aux/IAA* genes were differentially expressed, though most Aux/IAA genes, except *IAA19*, *IAA14-1* and *AUX2-11-2* at some time points, were down-regulated during dedifferentiation, showed an extremely low pick at the EC stage and then were up-regulated during somatic embryo development (Figure 7C). Likewise, some ARF and SAUR genes were differentially expressed, with a complex expression profile. However, four genes (*ARF6-1*, *ARF9*, *NPH4* and *ARF6-2*) were up-regulated during somatic embryo development (Figure 7D). 

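The 13 Aux/IAA genes had a median log2 ratio to 0 h of -0.92 (percentiles 0.500 and 3.79) at 6 h, -1.91 (percentiles 0.01 and 0.07) at 24 h, -2.97 (percentiles 0 and 0) at 48 h, -3.59 (percentiles 0 and 0) in NECs and -3.59 (percentiles 0 and 0.04) in ECs. At 6 h IAA19 was higher (1.81, 1.64 to 1.99), as were AUX2-11 S33811088 (2.10, 1.81 to 2.40) and IAA14 S42292718 (1.38, 0.85 to 1.93). AUX2-11-2 was not differentially expressed at 6 h (-0.36) and was lower at 24 h (-2.92, -3.57 to -2.33). From NECs to ECs 6 genes lay above 0 and 6 below, so the list had no common direction. Its median log2 ratio of 0.00 (percentiles 48.9 and 65.4) belongs to a gene without a tag in either library. Such a gene cannot fall further, so the median does not test for a lowest level in ECs.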

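SAUR genes had a median log2 ratio of ECs to NECs of -2.84 (percentiles 0.210 and 0.970) and of CEs to ECs of 1.65 (percentiles 98.4 and 98.4). SAUR-1 rose to 171 TPM in CEs, a log2 ratio to 0 h of 4.79 (4.19 to 5.46).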

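Compared with 0 h, the ARF list had a median log2 ratio of -1.54 (percentiles 4.25 and 11.0) in GEs. ARF6-1 stayed under 20 TPM and was not differentially expressed. It had no tag in ECs and 8.19 TPM in GEs, at least 9.67-fold more, against 14.5 TPM at 0 h. ARF9 had 23.8 TPM in TEs and a log2 ratio of 0.53 (0.04 to 1.03), which did not pass. NPH4 was lower in GEs than at 0 h (-3.32, -4.19 to -2.55) and than in ECs (-2.62, -3.51 to -1.82). ARF6-2 was lower in GEs (-1.98, -2.68 to -1.32) than at 0 h.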

Some genes related to Aux/IAA degradation, such as *AFB2*, *TIR1*, *AXR1*, *RBX1*, *ASK2*, *ASK1*, *CUL1*, *RCE1*, *DCAF1* and *SGT1B* were also differentially expressed ( Additional file 9 Table S8-1).

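AFB2 and AXR1 stayed under 20 TPM and were not differentially expressed. RBX1 S42361213 was lower at 24 h (-1.99, -2.37 to -1.61), CUL1 S33824067 was higher in ECs (2.08, 1.61 to 2.56), and RCE1 S42305467 was lower in GEs (-2.28, -2.74 to -1.84). DCAF1 was lower at 48 h (-3.58, -4.23 to -2.99) and SGT1B in GEs (-1.94, -2.25 to -1.63).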

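Against 0 h, 62 of the 86 genes were differentially expressed at 6 h, 24 h or 48 h. The number moved most with the test that allowed a coefficient of variation of 0.4, which left 20.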

Among the 86 genes, 58 genes were unique to the initial dedifferentiation process ( Additional file 9 Table S8-2). Transition from NECs to ECs triggered differential expression of 38 genes ( Additional file 9 Table S8-3), with 15 genes down-regulated and 23 genes up-regulated, while 35 genes were differentially expressed during somatic embryo development ( Additional file 9 Table S8-4).

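Comparing ECs with NECs, 48 of the 86 genes were differentially expressed, with 29 higher and 19 lower in ECs, and with TMM library sizes 24 were higher and 20 lower. Against ECs, 49 of the genes were differentially expressed in GEs, TEs or CEs.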

### Comparison of DGE tag data with qRT-PCR

To validate the expression profiles obtained by RNA-Seq, real-time RT-PCR was performed on 26 genes that showed different expression profiles during SE, with high or low expression levels at one or more time points. The Pearson correlation coefficient was calculated by SPSS to assess the correlation between different platforms. Overall, the qRT-PCR measurements were moderately correlated with the RNA-Seq results (Figure 8A, *R*^2^ = 0.7077, correlation was significant at the 0.01 level). 

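The qRT-PCR values were not analysed here. Among the 26 genes, the log2 ratios from tag counts had a standard deviation of 2.26 at 6 h, 3.68 at 48 h and 11.3 in GEs, with 0 TPM set to 0.01. Adding 1 TPM to both libraries moved the GE value most among these, to 6.50.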

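For 25 of the auxin-related genes with counts, the log2 ratios from tag counts had a standard deviation of 3.20 at 48 h, 5.05 in ECs and 3.11 in TEs.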

An additional 26 genes related to auxin synthesis, transport and signalling were also validated by qRT-PCR, which showed a moderate correlation (Figure 8B, *R*^2^ = 0.6655, correlation was significant at the 0.01 level). For almost all genes tested, with the exception of a few genes at some time points, qRT-PCR analysis confirmed the direction of changes detected by DGE analysis.

**Figure 8:**
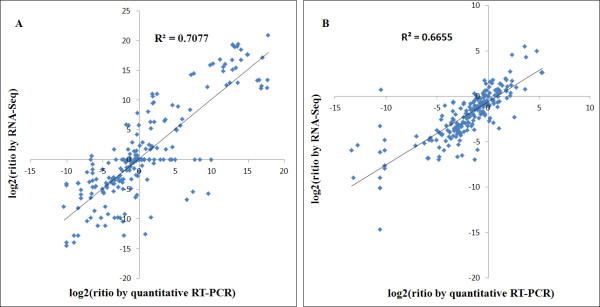
**Comparison of expression profile by RNA-Seq and qRT-PCR.** Comparison of expression profiles of 26 randomly selected genes by RNA-Seq and qRT-PCR showing different expression profiles with high or low expression levels at one or more time points during SE (**A**). Comparison of expression profiles of 26 genes by RNA-Seq and qRT-PCR related to auxin synthesis, transport and signalling (**B**)

Gene expression levels estimated by qRT-PCR at different time points/stages were also analysed. The correlation of RNA-Seq and qRT-PCR results during the dedifferentiation process (6 h and 24 h) was relatively low ( Additional file 10 Figure S2A, *R*^2^ = 0.2016 at 6 h, *R*^2^ = 0.1327 at 24 h). 

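For the same genes the standard deviation of the log2 ratios from tag counts at 24 h was 2.74, or 2.03 with 1 TPM added.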

At 48 h, NEC and EC time points/stages showed a moderate correlation ( Additional file 10 Figure S2B, *R*^2^ = 0.5096 at 48 h, *R*^2^ = 0.5156 at NEC and *R*^2^ = 0.6365 at EC). In contrast, the correlations were higher at GE, TE and CE stages ( Additional file 10 Figure S2C, *R*^2^ = 0.8392 at GE, *R*^2^ = 0.8192 at TE and *R*^2^ = 0.8208 at CE). 

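Log2 ratios from tag counts for these genes spread more widely in TEs, with a standard deviation of 9.69, and in CEs, with 10.3. With 1 TPM added the values were 6.06 and 6.24.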

Although the samples collected early will be more affected by the sampling process and method, these results still suggest the applicability of RNA-Seq to cotton transcriptome analysis and confirm that it is an accurate and reliable way to find genes differentially expressed during dedifferentiation and redifferentiation.

## Discussion

### Applications and evaluation of DGE-based analysis with the reference database

Cotton is a major crop for fibre and oil production, and has been subject to the application of biotechnology for crop improvement. Cell culture and plant regeneration are the bases for cotton biotechnology through genetic transformation, and so understanding the molecular control of dedifferentiation and redifferentiation is key to manipulating the SE process. However, the large unsequenced genome size (approximately 2.5 gb), polyploid nature and lack of adequate gene model annotations have limited large-scale transcriptome analyses during cotton SE [39]. Previous studies on the molecular aspects used SSH and microarray [11,26] but provided limited information on the complex transcriptome dynamics during cotton SE. However, next-generation technologies, which can generate tens of thousands to tens of millions of sequence reads with exceptional reproducibility, provide new strategies to quantitatively analyse the functional complexity of transcriptomes, despite uncharacterized genome sequences [27,29,40].

Using RNA-Seq technology developed by Illumina and elite high efficient regeneration lines YZ1, we designed a protocol for analysing the transcriptome complexity of cotton SE. Although SE is usually divided into two stages, induction and expression [5], our morphological and histological observations indicate that it could usefully be divided into three different processes: dedifferentiation of somatic cells, transition from NECs to ECs and development of somatic embryos. Protoplasts undergo cellular dedifferentiation and initiate cell division within 48 to 72 h in tobacco and Arabidopsis [41,42]. Histological observations have shown that cotton somatic cells activate cellular dedifferentiation and division within 72 h, and often within 48 h [21]. We chose three different time points (6 h, 24 h and 48 h) for initial dedifferentiation sampling and typical NECs after 40 d of induction for late dedifferentiation. Different stages of somatic embryos were selected by distinct morphology observed after synchronization (Figure 1).

For genome sequence references that were unavailable, clean tags were mapped to two different EST reference databases after preprocessing the raw data. One reference database (Reference database 1) was cotton unigenes from NCBI that contains 20,671 unigene sequences, and the other (Reference database 2) was contigs assembly from multiple cotton genes from different databases which contain 65,386 sequences. The two reference databases were compared for efficiency based on several criteria. So many tags were missing using Reference database 2 for critical selection, that tags mapping to unique sequences were used for transcript identification ( Additional file 11 Table S9). However, validation by qRT-PCR of the expression profile for 26 differentially expressed genes derived by using RNA-Seq technology showed that genes mapped based on the two reference databases exhibited a similar correlation (*R*^2^ = 0.7077 for Reference database 1, and *R*^2^ = 0.7073 for Reference database 2) ( Additional file 12 Figure S3). As a result, we selected the cotton unigenes from NCBI (Reference database 1) as our reference database for further analysis.

Up to 50.7% (15,339) of the sequences in our reference database could be unambiguously identified by a unique tag. However, a relatively low number of the tags (43.18%) could be assigned to genes and used for gene expression profiling. This might be partly explained by the fact that most of the sequences in the database were not generated from embryogenesis development. More sequences and annotation for dedifferentiation and redifferentiation in cotton have to be explored to illuminate the large amount of unknown tags that remain. The extremely low abundance transcripts (TPM ≤ 20) were also filtered because of the possible of sequencing error. Among these, 5,076 differentially expressed genes were filtered with a cut-off of TPM ≥ 20, *P* ≤ 0.001 and the absolute value of log2Ratio ≥1 based on the FDR < 0.05 ( Additional file 3Table S2).

### Transcription regulation of somatic cells dedifferentiation and redifferentiation in cotton

Somatic cells within the plant contain all the genetic information necessary to create a complete and functional plant (with the exception of anuclear vascular cells). The induction of SE comprises the termination of one gene expression pattern in the explant tissue and replacement with an embryogenic gene expression programme [1]. The initiation of the embryogenic pathway, which is preceded by cellular dedifferentiation, is restricted only to certain responsive cells in the primary explant because the existing developmental information of somatic cells must be switched off or altered to make the somatic cells responsive for new signals [1,5]. Though we described the cotton SE as consisting of three different processes, it is very difficult to dissect the specific cellular events related to the overlapping phases of dedifferentiation, cell cycle reactivation and the acquisition of embryogenic competence.

The embryogenic processes are becoming better understood because of the identification of several genes such as transcription factors that play regulatory roles either in specific embryogenesis phases [43] or throughout the whole process [44]. In the present study, 466 TF mRNAs were differentially expressed over a wide range of abundances during SE. Among these, a subset of TF families were associated with functions in cell differentiation, embryogenic patterning and embryo maturation processes (Zinc finger, b-ZIP, bHLH, B3 and MYB), meristem maintenance or identity (NAC, YABBY, GRAS), while others had roles in hormone-mediated signalling by auxin (Aux/IAA, ARF) or ethylene (AP2/ERF). Zinc finger family proteins have been proven to be involved in cell differentiation and development processes in animals and plants [45,46]. *PEI1*, encoding a protein containing a Cys3-His zinc finger domain, is an embryo-specific transcription factor that plays an important role during Arabidopsis embryogenesis, functioning primarily in the apical domain of the embryo, which is required for the globular to heart-stage transition [46]. 

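Of the 69 zinc finger genes, 5 were higher and 27 lower at 48 h than at 0 h, while 19 were higher and 13 lower in TEs.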

In the present study, genes encoding zinc finger family protein showed complex expression profiles ( Additional file 8Table S7), indicating that they have multiple functions during SE in cotton. In Arabidopsis, two bHLH proteins were required in embryogenic patterning for root formation in the embryo [47,48]. 

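Among bHLH genes 18 were higher and 18 lower at 6 h than at 0 h, 8 higher and 30 lower at 48 h, and 10 higher and 32 lower in ECs. GEs had 14 higher and 32 lower, and ECs compared with NECs had 17 higher and 21 lower.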

The diversity of expression profiles displayed by 78 bHLH homologues in the present study might suggest the complex regulation of SE by bHLH proteins in cotton ( Additional file 8Table S7).

B3 domain transcription factors in *Arabidopisis* (*LEC2FUS3* and *ABI3*) encode regulatory proteins involved in embryogenesis and induction of somatic embryo development [49,50]. 

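Against 0 h, S33821461 was lower at 48 h (-2.59, -3.71 to -1.62) and not in ECs (0.39). S42277219 stayed under 20 TPM and was not differentially expressed, with 13.7 TPM at 0 h and 1.16 at 48 h. S42340389, with tags ending in AA, was higher at 6 h (1.10, 0.87 to 1.33), in NECs (2.38, 2.18 to 2.59), GEs (2.04, 1.83 to 2.25) and CEs (1.15, 0.92 to 1.38). With offsets its NEC ratio was 0.51 and its CE ratio -0.33, and neither passed.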

Six B3 family transcription factor homologues were present with complex expression profiles: two (zhu1_Ghi#S33821461, zhu1_Ghi#S42277219) were down-regulated and one (zhu1_Ghi#S42340389) was up-regulated. Ectopic expression of *BABY BOOM* (*BBM*), a member of the AP2/ERF family in Arabidopsis primarily induces spontaneous somatic embryo formation from seedlings, although ectopic shoots and callus also develop at a lower frequency [51]. In our study, 26 AP2/ERF genes were differentially expressed during SE in cotton ( Additional file 8 Table S7). 

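In CEs 10 of these ERF genes were higher than at 0 h and 4 were lower.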

MYB and WRKY were transcription factors not only involved in response to biotic and/or abiotic stresses, but also regulated embryogenesis pathways [52,53]. As revealed in this study, most *MYB* genes were up-regulated during embryogenic initiation and showed a relatively low expression level during somatic embryo development, while most *MYB*-related genes were down-regulated during SE, indicating different functions of these genes during SE ( Additional file 8 Table S7). 

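Among 17 genes whose best hit was a MYB factor, 7 were higher and 3 lower at 24 h, and 4 were higher and 7 lower in GEs. Among 19 MYB-related genes, 4 were higher and 7 lower at 48 h, 3 higher and 6 lower in NECs, 8 higher and 3 lower in ECs, 6 higher and 4 lower in GEs and in TEs, and 6 higher and 6 lower in CEs.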

Further experiments are required to verify the physiological function and interaction between these factors and other genes during SE.

### Complex auxin signalling pathway during dedifferentiation and redifferentiation of cotton cells

The importance of PGRs during SE has been widely documented [4,54]. To understand better the hormonal regulation of SE, PGRs are added to a culture medium to induce somatic embryogenic process, and endogenous hormone concentrations of plant tissues are measured during morphogenesis or various developmental stages [55]. Auxin is considered to be a critical PGR in cell division and differentiation, as well as in the induction of SE. This regulation probably occurs by establishing auxin gradients during the induction phase of SE, essential for initiating dedifferentiation and cell division of already differentiated cells before they can express embryogenic competence [4]. Despite the absolute requirement for exogenous auxins to sustain growth in plant cells cultured *in vitro*, cultured plant cells produce substantial amounts of the native auxin, IAA. In carrot cells, exogenous auxin stimulates the accumulation of large amounts of endogenous IAA. Thus the application of exogenous auxin and subsequent endogenous auxin content are both determining factors during the induction phase [4,56]. For this gradient to be established, relatively high levels of IAA in the competent tissues may be necessary.

Most studies on hormone contents during induction of SE only evaluate NEC and EC cultures [32,57]. In the present study, the endogenous IAA concentrations were determined in the original somatic cells, phytohormone-induced dedifferentiation cells and embryogenic cells (Figure 2). *De novo* synthesis of IAA in these cells occurred under all the examined conditions. The endogenous levels of IAA declined to a half within 6 h and dropped to a quarter of the original values within 24–48 h following excision from seedlings (Figure 2). The kinetics of this decline in IAA levels was similar to the decline of IAA levels in wounded tobacco leaves by activation of the proteinase inhibitor gene system [58]. However, in IBA-treated soybean hypocotyls, IAA levels increased dramatically after wounding and reached a maximum after 24 h, with a decrease of the cationic peroxidase activity [59].

The mechanism responsible for the decline in IAA levels is not yet understood. The activation of some proteinase inhibitor genes in this study might be one possibility. 

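Annotation gave 7 proteinase inhibitor genes, with a summed TPM of 345 at 0 h, 770 at 6 h, 1349 at 24 h, 945 at 48 h and 489 in NECs. Their median log2 ratio to 0 h was -0.23 (percentile 27) at 6 h, 0.53 (percentile 80.7) at 24 h and 1.13 (percentile 97.8) at 48 h. In NECs it was -2.41 (percentile 0.375) and in ECs -1.02 (percentile 14.5). With offsets the 6 h median was 0.46.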

The endogenous IAA could be influenced at one of several points, including its biosynthesis or degradation or the formation of amide or ester storage forms. Indeed, the decrease in IAA pools could even be influenced through IAA transport. Our data shed new light on these questions.

Our analysis revealed the dynamics of auxin levels during cotton SE (Figure 2). Previous studies have also shown that sharp changes in endogenous auxin levels may be one of the first steps leading to SE [31]. Redifferentiation was clearly correlated with a sharp increase in auxin responses in cotton cells, which provides direct evidence for the significance of an endogenous auxin pulse in the expression of cellular totipotency. It has also been noted that transition of the globular embryo to the heart-stage embryo and its further development requires either a low level of auxins or their complete absence [15]. Surprisingly, most RNA-Seq based auxin synthesis, transport, metabolism and signalling pathway genes were down-regulated during redifferentiation and somatic embryo development processes and showed a relatively low expression level in EC cultures ( Additional file 9 Table S8-1). However, transcript levels of genes related to auxin were changed during this process, indicating a possible role of this hormone in cotton SE.

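The 86 genes had a median log2 ratio to 0 h of -1.14 (percentiles 0 and 0.08) in NECs, -1.11 (percentiles 0 and 1.56) in ECs, -1.38 (percentiles 0 and 0.07) in GEs, -1.39 (percentiles 0 and 0) in TEs and -1.15 (percentiles 0 and 1.53) in CEs. The 86 genes were chosen by the authors from called genes, and the second percentile is among lists drawn from called genes. In GEs 24 of the genes lay above 0 and 62 below. Taking unambiguous tags as library size moved these medians most, to -0.86 in ECs, and the sign was the same under every scaling run. ECs compared with NECs gave a median of 0.19 (percentiles 80.9 and 95.8), with 46 genes above 0 and 35 below. Against ECs, the median was -0.03 (percentiles 58.8 and 34.9) in GEs, 0.00 (percentiles 61.6 and 43.8) in TEs and -0.16 (percentiles 34.7 and 14.2) in CEs. From the changed transcript levels of auxin-related genes, the paper proposes a possible role for auxin in cotton SE.

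**Figure D3:**
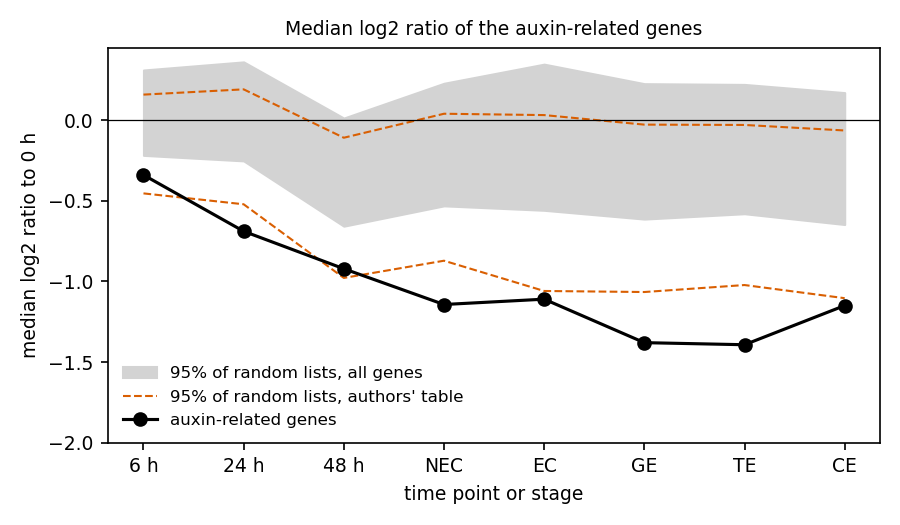
Median log2 ratio to 0 h of the 86 auxin-related genes at each stage, with the 95% range of random lists from all genes in grey and from the 5076 genes the authors called differentially expressed as dashed lines. The 86 genes were themselves chosen from the called genes. All medians lie below 0, from -0.34 at 6 h to -1.39 in TEs.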

The increase of IAA might be due to the increased synthesis and turnover of putative host auxin precursor in tissues. Although there are several IAA biosynthesis pathways in higher plants, tryptophan has long been regarded as the important one and its active metabolism and biosynthesis during embryogenesis have been highlighted [60]. 

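TRP1 had a log2 ratio to 0 h of 0.21 (-0.49 to 0.91) at 6 h and -0.37 (-1.17 to 0.41) at 24 h, and neither was differentially expressed. With offsets the 6 h ratio was 1.29 and passed. NIT4A was lower at 6 h, at -1.05 (-1.57 to -0.54), which did not pass with offsets (-0.41), and its 24 h ratio was -0.76.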

A *TRP1* homologous transcript was differentially up-regulated during initial dedifferentiation at culture times of 6 h and 24 h (Figure 7A), with a consistent result in wheat [61], while *NIT4A* showed an opposite expression model (Figure 7A). Nitrilases can contribute to IAA homeostasis by hydrolyzing IAN to IAA in higher plants [62]. Conversion of Trp to IAA by enzymatic complex with nitrilase immunoreactivity *in vitro* was applied to plants [63]. Expression of maize nitrilase *ZmNIT2* is elevated in embryonic tissue [62]. In this study, *NIT4A* homologues were identified and were down-regulated during the whole process (Figure 7A), while qRT-PCR analysis of three additional nitrilase genes derived from cotton database gave a similar expression profile ( Additional file 13 Figure S4). In addition, the up-regulation of a *GH3.17* gene was observed in early dedifferentiation at 6 h of induction (Figure 7A). 

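Later in culture the NIT4A log2 ratio to 0 h was -0.45 (-0.90 to -0.01) in NECs, -1.30 (-1.86 to -0.76) in ECs, -0.76 (-1.25 to -0.28) in GEs and -0.46 (-0.91 to -0.01) in CEs. Among these the EC ratio alone was differentially expressed, and with offsets (-0.80) it was not. The pair of genes annotated as nitrilases had a median log2 ratio of 0.04 (percentile 48.9) at 6 h and -0.61 (percentile 28.7) in ECs.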

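In the tag counts GH3.17 had 5.92 TPM at 0 h and 5.04 TPM at 6 h, a log2 ratio of -0.23 (-1.22 to 0.73) that was not differentially expressed.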

Several members of this family, including the *GH3* genes, were up-regulated at about 2–4 h in soybean hypocotyls exposed to auxin [64]. These enzymes encoded by members of the GH3 family are able to synthesize IAA amino acid conjugates. Two members of the Arabidopsis *GH3* gene family have been revealed to be overexpressed in dwarf mutants with reduced apical dominance combined with decreased free auxin levels [65,66]. Further, disruption of certain *GH3* genes confers hypersensitivity to specific forms of auxin conjugated by the encoded GH3 [67]. The characterized GH3 enzymes in this process might indicate that not only the level of free IAA but also the conjugated IAA is important during SE (Figure 7A).

Likewise, chemical and genetic studies have revealed that transport of auxin is complex and highly regulated for embryonic development [68]. Several Arabidopsis mutants are defective in proteins mediating polar auxin transport. AUX1, which mediates influx of IAA into cells, was localized asymmetrically in the plasma membrane of certain cell types, facilitating directional auxin transport [69]. Once IAA has entered a cell via AUX1, several factors regulate efflux. Three *AUX1* homologous transcripts (zhu1_Ghi#S33799879, zhu1_Ghi#S42308191 and zhu1_Ghi#S29994266) were down-regulated during cotton SE, while only *AUXI-LIKE* displayed high levels ( Additional file 9 Table S8-1). 

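In TPM, AUX1 S33799879 fell from 46.9 at 0 h to 1.69 in GEs, and AUX1 S42308191 had 3.23 at 0 h and 28.5 at 48 h. The AUX1-like gene had 420.3 TPM at 0 h, 3.01 in NECs and 72.8 in ECs, a log2 ratio of ECs to NECs of 4.59 (3.73 to 5.61). Its tags end in TT, and the ratio was 2.03 with offsets. The transport list had a median log2 ratio to 0 h of -3.56 (percentiles 0 and 0.03) in CEs.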

Like *AUX1PIN* is another gene family implicated in polar auxin transport, which is asymmetrically localized in the cell [68]. 

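PIN3 had 68.4 TPM at 0 h, 131 at 6 h and 55.3 at 48 h, then 8.47 in ECs and 1.13 in GEs, a log2 ratio to 0 h of -5.92 (-7.81 to -4.55).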

A *PIN3* transcript showed a high expression level during dedifferentiation but an extremely low level during the embryo development stage ( Additional file 9 Table S8-1). These results indicated the complex auxin flux during SE. More evidence is required, however, to prove a relationship between auxin transporters and auxin distribution during cotton SE.

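IAA19 had 92.9 TPM at 0 h, 24.0 at 24 h and no tag in ECs, at least 109.7-fold below 0 h, and 12.0 TPM in TEs. AUX2-11 S33811088 reached 275 TPM in GEs, a log2 ratio to 0 h of 3.09 (2.82 to 3.38). For the Aux/IAA list, TEs compared with ECs gave a median log2 ratio of 1.24 (percentiles 99.6 and 99.2), with 10 genes above 0 and 3 below, while GEs gave 0.00 (percentiles 62.8 and 70.4) and CEs 0.00 (percentiles 61.6 and 51.7). The CE median belongs to a gene without a tag in either library. Against 0 h the list was low in embryos, at -3.31 (percentiles 0 and 0.02) in GEs, -2.56 (percentiles 0 and 0.2) in TEs and -3.39 (percentiles 0 and 0.02) in CEs.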

Most of the auxin-inducible *Aux/IAA* transcripts, with the exception of one member (*IAA19*), had decreased expression levels during dedifferentiation and displayed extremely low levels at the EC stage but then increased during SE development (Figure 7C), showing a different pattern from endogenous auxin dynamics. Transcription changes of *Aux/IAA* genes after an auxin stimulus is likely to be mediated by ARF proteins via AuxREs in Aux/IAA promoter regions. ARFs can bind tandem repeat AuxRE sequences as homodimers, dimers with other ARFs or dimers with repressive Aux/IAA proteins [70]. Six auxin response factor–related genes were differentially expressed, with two showing the high expression levels (zhu1_Ghi#S42325122, zhu1_Ghi#S42278444 and zhu1_Ghi#S42310727) during the dedifferentiation process ( Additional file 9 Table S8-1). 

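ARF6-2 S42325122 had 56.7 TPM at 24 h, a log2 ratio to 0 h of 1.09 (0.73 to 1.45) that did not pass with offsets (0.59), and 1.16 TPM at 48 h. ARF2 S42278444 had 96.2 TPM at 24 h and 92.6 in NECs, and was lower in ECs (-5.47, -6.92 to -4.33). NPH4 S42310727 was lower at 6 h (-2.38, -3.01 to -1.80), with 42.3 TPM at 0 h and 4.68 at 24 h.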

The up-regulation of some ARF transcripts might demonstrate an intimate connection between auxin responses and auxin levels during cotton SE (Figure 7D).

Genes connected to degradation of Aux/IAA proteins, such as the putative intracellular auxin receptor *TIR1*[71], was down-regulated during the process (Figure 7B), which was shown by two *TIR1* homologues (zhu1_Ghi#S37590130 and zhu1_Ghi#S33811942). 

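S37590130 was lower at 24 h (-2.07, -2.83 to -1.38) and in GEs (-3.35, -4.52 to -2.36) than at 0 h, and its NEC ratio was -0.29. S33811942 was lower at 48 h (-1.88, -2.49 to -1.30), and its TE ratio of -0.26 passed only with offsets (-1.16).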

*AXR1*, which is part of the auxin-induced Aux/IAA degradation machinery via the 26 S proteasome [72], was also differentially expressed ( Additional file 9 Table S8-1). Likewise, *ASK1* and *ASK2* are necessary for a proper auxin response, through interaction with the TIR1 F-box [73]. 

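AXR1 had at most 14.0 TPM, at 24 h, and no tag in NECs, at least 16.4-fold below 0 h. Its tags end in TT.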

Two of four *ASK* homologous transcripts (zhu1_Ghi#S42334433 and zhu1_Ghi#S33808515) displayed relatively high expression levels, with *ASK2* down-regulated during the whole process and *ASK1* down-regulated during the initial dedifferentiation and then up-regulated during somatic embryo development ( Additional file 9 Table S8-1). These findings indicated the integration of the auxin signal pathways during cotton SE.

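ASK2 S42334433 had 431 TPM at 0 h and was lower in ECs (-2.80, -3.01 to -2.59) and GEs (-1.67, -1.82 to -1.53). Its 6 h ratio of -0.40 (-0.51 to -0.29) passed only with offsets (-1.17). ASK1 S33808515 was lower at 24 h (27.8 TPM against 61.1 at 0 h), which did not pass with offsets (-0.42), and higher in ECs (1.38, 1.16 to 1.61). Its ratios in GEs (0.68) and TEs (0.71) passed only with offsets.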

However, the expression profile of auxin-related genes revealed that the complex and redundant regulation of IAA abundance, transport and response allows an intricate system of auxin utilization that achieves a variety of purposes in SE. As a result, further study of these genes, from auxin biosynthesis to auxin metabolism, from regulated protein degradation to signal transduction cascades, from IAA abundance to auxin transport, is needed in cotton SE.

## Conclusions

Bioinformatics tools provide a powerful approach to identify changing patterns of gene expression during development. In the present study, through a combination of biochemical and histological approaches, we used RNA-Seq to investigate global gene expression patterns that regulate SE in cotton. This analysis represents a starting point for functional studies in SE, and further experimental research is required to expand on the findings obtained to define the molecular mechanisms underpinning the cellular patterning and biochemical differentiation of the embryogenic initiation and plant embryo development and the complex networks of interactions involved.

## Materials and methods

### Plant materials and culture conditions

Sterilized seeds of YZ1 (*Gossypium hirsutum* L*.*) were germinated on 1/2 MS (1/2 macro salts plus 15 g of glucose, pH 6.0) and cultured at 28 °C in the dark for 6 d. Hypocotyls were excised from germfree seedlings and cut into 5–7 mm segments. The explants were then cultured on MSB (MS medium plus B5 vitamins) medium supplemented with the combination of 1.0 mg/L IBA plus 0.1 mg/L kinetin. After 40 d of culture, all explants were transferred to fresh MSB medium for induction of embryogenic calli (ECs). The ECs were subcultured monthly on MSB medium, with KNO_3_ doubled but NH_4_NO_3_ removed, and supplemented with 3% (w/v) glucose, 0.25% (w/v) *Phytagel*, 0.5 mg/L IBA, 0.15 mg/L kinetin, 1.0 g/L glutamine and 0.5 g/L asparagines, for embryo maturation. All media were autoclaved at 121 °C for 15 min. Cultures were maintained in a room at 28 ± 2 °C under a 14-h photoperiod (irradiance of 135 μmol/m·s). Different stages of explants during initial cellular dedifferentiation (0 h, 6 h, 24 h, 48 h, 72 h, 5 d and 8 d), NECs (10 d, 15 d, 25 d and 40 d), ECs and somatic embryos [globular embryos (GEs), torpedo embryos (TEs) and cotyledon embryos (CEs)] were sampled as shown schematically in Figure 1.

A minimum of 50 explants (hypocotyls) from each type of medium were collected for the analysis of regeneration potential, including at least five replicates. Callus characteristics were recorded at 3 and 6 weeks for colour, texture, depressiveness in liquid and cell or callus sizes. Different stages of somatic embryos were synchronized by suspension culture.

### Histological analysis

To analyse the origin of ECs from hypocotyls in culture conditions, the samples were cut to small sections and fixed in FAA [10% formalin, 5% acetic acid, 50% ethanol (v/v)] at room temperature for at least 48 h before use. The dehydration and infiltration of the specimen were performed in ethanol and paraffin series as in a previous study [74]. After being embedded in paraffin, the samples were cut into semi-thin (4–8 μm) sections using a microtome (Leica RM2245, Germany) and stained with Safranin and Fast Green. Finally, the sections were observed under a microscope (Leica DM2500, Germany).

### Endogenous IAA extraction and quantification

The determination of endogenous IAA (free) was performed according to Liu et al. [75] with some modifications. Samples of different materials were immediately frozen in liquid nitrogen and stored at −70 °C until extracted. One hundred milligrams of each sample (fresh weight) were ground in liquid nitrogen, and then extracted overnight with 1 mL 80% cold aqueous methanol (containing 0.01% ascorbic acid as antioxidant) in darkness at 4 °C with shaking. Then the extract was centrifuged at 10,000 × *g* at 4 °C for 20 min. The supernatant was collected, and the residue was further extracted with an additional 0.4 mL of cold 80% aqueous methanol for 30 min and then centrifuged again; the supernatant was then mixed with the previous one. After evaporating to aqueous phase in N_2_, the extracts were dissolved in 0.3 mL of methanol and filtered through a 0.45 μm nylon membrane and then stored at −20 °C before measurement. Each sample had three replicates; IAA was then quantified with an Applied Biosystems 4000Q-TRAR HPLC-MS system (Applied 24 Biosystems, USA) with IAA (Sigma-Aldrich, St. Louis, MO) as the standard in an external standard method.

### RNA extraction, library construction and sequencing

Different stage of cotton materials during initial cellular dedifferentiation (0 h, 6 h, 24 h, and 48 h), NECs, ECS and somatic embryos (GEs, TEs, and CEs) were collected for RNA extraction as shown schematically in Figure 1. Total RNA was isolated from each sample by using a modified guanidine thiocyanate method [76]. Twenty micrograms of total RNA was sent to Beijing Genomics Institute (Shenzhen) where the libraries were constructed and sequenced using Illumina’s Genome Analyzer. RNA quality and quantity were determined by using a Nanodrop 2000 instrument (Thermo Scientific) and a Bioanalyzer Chip RNA7500 series II (Agilent). Total RNA (1–2 μg) was fractionated using oligo-dT magnetic beads to yield polyA mRNA. mRNA bound to the beads was then used as a template for first strand cDNA synthesis primed by oligo-dT and the second strand cDNA was consequently synthesized using random primers. The 3′ tag DGE libraries were constructed from different materials essentially as described in previous studies [28]. Briefly, the cDNA was digested with *Nla*III, which recognizes the CATG site, and then ligated with the Illumina GEX *Nla*III Adapter 1 containing the recognition site of *Mme*I. Digestion with *Mme*I yielded the adapter tag linked to 21 bp of cDNA including 4 bp of the *Nla*III recognition site. After digestion by *Mme*I, the transcripts were ligated with the GEX Adapter 2. With the sequencing primers designed based on the two adaptors, the sequence of the 21 bp representing each transcript can be determined via a series of enzymatic reactions on the microbeads. The derived reliable sequence was termed signature herein. The abundance of each signature was normalized to one million for the purpose of comparison between samples.

### Analysis of DGE tags and bioinformatics

Sequencing output raw data were first filtered to remove adaptor tags, low quality sequences (tags with unknown sequences ‘N’) and tags with a copy number of 1 (probably sequencing error). For annotation, all tags were mapped to the reference sequences (cotton unigenes from NCBI) and allowed no more than one nucleotide mismatch. All the tags mapped to reference sequences from multiple genes were filtered and the remaining tags were designed as unambiguous tags. For gene expression analysis, the number of expressed tags was calculated and then normalized to TPM (number of transcripts per million clean tags), a normalized measure of read density that allows transcript levels to be compared both within and between samples [33]. Because ERANGE distributes multi reads at similar loci in proportion to the number of unique reads recorded, we included the analysis of both unique reads and reads that occur up to 20 times to avoid undercounting genes that have closely related paralogs [77]. To minimize false positives and negatives, we estimated that statistical analysis was reliable when applied to genes showing a TPM ≥ 20 in at least one of these stages. It should be noted that the statistical significance was based on expected sampling distributions. Due to the use of a single biological replicate for each time point, these high levels of significance may not reflect biological differences caused by development but may instead reflect other differences among the samples. To obtain statistical confirmation of the differences in gene expression among the developmental stages, we then compared the TPM-derived read count using a threshold value of *P* ≤ 0.001 and the absolute value of log2Ratio ≥1 based on the FDR < 0.05.

### Annotation and functional classification

To assign putative functions to differentially expressed genes, BLAST search was done against both GenBank non-redundant protein and TAIR9 protein sequences of *Arabidopsis thaliana* (http://www.arabidopsis.org/) using BLASTx program (E-value ≥ 10^−5^) [24]. To identify putative transcription factors, the BLASTx was done against an publicly available Arabidopsis TF databases [Database of Arabidopsis Transcription Factors (DATF)] [78], Plant Transcription Factor Database (PlnTFDB) [79] and cotton Transcription Factor (http://planttfdb.cbi.pku.edu.cn:9010/web/index.php?sp=gh). The analysis of biological processes/pathways was carried out using the KEGG [34] Automatic Annotation Server with the SBH option checked and plant gene datasets selected. Functional annotation by GO terms (http://www.geneontology.org) was analysed using Blast2GO software based on BLASTx against NCBI non-redundant (nr) protein database. Furthermore, expression profile of differentially expressed genes was accomplished by hierarchical clustering with k-means method using Pearson’s correlation distance based on their expression modulation by Genesis [38].

### qRT-PCR validation

qRT-PCR was carried out to estimate the validity of RNA-Seq technology for expression profile analysis. Gene-specific primers ( Additional file 14  Table S10) were designed according to the cDNAs sequences with Primer Premire 5 (http://www.premierbiosoft.com/crm/jsp/com/pbi/crm/clientside/ProductList.jsp) and synthesized commercially (*Genscript* Bioscience, Nanjing). First-strand cDNA was generated from 3 μg RNA samples by using Superscript III RT (Invitrogen), and the products were adjusted to initial RNA concentration of 2 ng/μL for qRT-PCR. The cDNA templates were diluted 500 times prior to amplification. qRT-PCR was performed in 20 μL reactions in triplicate on an ABI Prism 7000 Real-time PCR system (Foster City, CA, USA) according to our previous study [80] using 5 μL of first-strand cDNAs as templates, 10 μL of 2 × SYBR Green PCR Master Mix (Applied Biosystems), 0.5 μL of each 20 μM forward and reverse gene-specific primers and 4 μL of PCR-grade water into 96-well plates. As a control, the polyubiquitin transcripts were used as internal standards. Thermal cycling conditions was performed with an initial denaturation step of 1 min at 95°C, followed by 40 cycles of 15 s at 95°C, 58 °C for 15 s and 72 °C for 45 s. Following amplification, a dissociation stage was carried out to detect any complex products. Data analysis was performed with RQ Manager Software (Applied Bioscience). Relative quantitation of gene expression was calculated and normalized using cotton ubiquitin gene as an internal standard and the relative expression ratio value was calculated for development time points relative to the first sampling time point.

Sequence data for this article have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus, and are accessible through GEO Series accession number GSE38209.

## Authors' contributions

XY designed the experiment and carried out the experiment with FJ, YZ and JX. XY drafted and wrote the manuscript. XZ designed the research and revised the manuscript. XY and DY performed the statistical analysis of the data. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1. Sequencing saturation analysis of different libraries.** Newly emerging distinct tags were gradually reduced as the total number of sequence tags rose. The library capacity approached saturation when the number of sequencing tags reached 2–2.5 million. (TIFF 6197 kb) Click here for file

Additional file 2 **Table S1. Statistics of DGE sequencing.** (XLS 30 kb) Click here for file

Additional file 3 **Table S2. The summary of the tag information and gene expression level.** 15,339 sequences in the reference database could be unambiguously identified by unique tags. (XLS 5674 kb) Click here for file

Additional file 4 **Table S3. The tag information, gene expression level, BLASTx against nr and TAIR9 protein sequence with E-value ≤10**^**−5**^** for 5,076 differentially expressed genes.** (XLS 3454 kb) Click here for file

Additional file 5 **Table S4. 2,118 sequences out of 5,076 differentially expressed genes were assigned to 256 biochemical pathways by KEGG pathways analysis.** (XLS 58 kb) Click here for file

Additional file 6 **Table S5. The GO term for the 5,070 differentially expressed genes.** (XLS 427 kb) Click here for file

Additional file 7 **Table S6. Expression data (log2-transformed) of each type genes.** Table S6-1. Expression data (log2-transformed) of genes in Type I. Table S6-2. Expression data (log2-transformed) of genes in Type II. Table S6-3. Expression data (log2-transformed) of genes in Type III. Table S6-4. Expression data (log2-transformed) of genes in Type IV. Table S6-5. Expression data (log2-transformed) of genes in Type V. (XLSX 343 kb) Click here for file

Additional file 8 **Table S7. List and categories of putative transcription factors.** Table S7-1. Transcription factors differentially expressed throughout the whole process. Table S7-2. Transcription factors differentially expressed during the initial dedifferentiation. Table S7-3. Transcription factors differentially expressed during the transition from NECs to ECs. Table S7-4. Transcription factors differentially expressed during somatic embryo development. (XLS 487 kb) Click here for file

Additional file 9 **Table S8. The tag information and gene expression of level of auxin-related genes differentially expressed during the process.** Table S8-1. The tag information and gene expression level of auxin-related genes differentially expressed throughout the whole process. Table S8-2. The tag information and gene expression level of auxin-related genes differentially expressed during the initial dedifferentiation. Table S8-3. The tag information and gene expression level of auxin-related genes differentially expressed during the transition from NECs to ECs. Table S8-4. The tag information and gene expression level of auxin-related genes differentially expressed during somatic embryo development. (XLS 183 kb) Click here for file

Additional file 10 **Figure S2. The correlation of expression levels revealed by RNA-Seq and qRT-PCR.** The correlation of RNA-Seq and qRT-PCR during the dedifferentiation process (6 h and 24 h) was relatively low (A), while 48 h NEC and EC time points/stages showed moderate correlation (B). The correlations were higher in the GE, TE and CE stages (C). (TIFF 3140 kb) Click here for file

Additional file 11 **Table S9. Comparison of two reference databases.** So many tags were missing using Reference database 2 for critical selection, that tags mapping to unique sequences were used for transcript identification. (XLS 24 kb) Click here for file

Additional file 12 **Figure S3. The correlation expression levels by RNA-Seq and qRT-PCR using two reference databases.** The correlation of expression profiles from RNA-Seq and qRT-PCR of 26 randomly selected differentially expressed genes mapped using Reference database 1 (A) and Reference database 2 (B). (TIFF 2790 kb) Click here for file

Additional file 13 **Figure S4. qRT-PCR analysis of four nitrilases genes derived from cotton database gave the similar expression profile.** (TIFF 1361 kb) Click here for file

Additional file 14 **Table S10. Gene-specific primers used for qRT-PCR.** Table S10-1. Primers of cotton ubiquitin gene (as internal standard) and 26 genes that showed different expression profiles during SE used for qRT-PCR. Table S10-2. Primers of 26 auxin-related genes used for qRT-PCR. (XLS 36 kb) Click here for file

## References

[B1] YangXYZhangXLRegulation of somatic embryogenesis in higher plantsCrit Rev Plant Sci201029365710.1080/07352680903436291

[B2] Quiroz-FigueroaFRRojas-HerreraRGalaz-AvalosRMLoyola-VargasVMEmbryo production through somatic embryogenesis can be used to study cell differentiation in plantsPlant Cell, Tiss Organ Cult20068628530110.1007/s11240-006-9139-6

[B3] DomokiMGyörgyeyJBíróJPasternakTPZvaraÁBottkaSPuskásLGDuditsDFehérAIdentification and characterization of genes associated with the induction of embryogenic competence in leaf-protoplast-derived alfalfa cellsBiochim Biophys Acta2006175954355110.1016/j.bbaexp.2006.11.00517182124

[B4] JiménezVMInvolvement of plant hormones and plant growth regulators on in vitro somatic embryogenesisPlant Growth Regul2005479111010.1007/s10725-005-3478-x

[B5] FehérAPasternakTPDuditsDTransition of somatic plant cells to an embryogenic statePlant Cell, Tiss Organ Cult20037420122810.1023/A:1024033216561

[B6] MarcelAJToonenTHEd DLSVerhoevenHAvan KammenADeVriesSCDescription of somatic-embryo-forming single cells in carrot suspension cultures employing video cell trackingPlanta19941948

[B7] Thibaud-NissenFClustering of microarray data reveals transcript patterns associated with somatic embryogenesis in soybeanPlant Physiol200313211813610.1104/pp.103.01996812746518PMC166958

[B8] KurczyńskaEUGajMDUjczakAMazurEHistological analysis of direct somatic embryogenesis in Arabidopsis thaliana (L.) HeynhPlanta200722661962810.1007/s00425-007-0510-617406890

[B9] SungZROkimotoRCoordinate gene expression during somatic embryogenesis in carrotsProc Natl Acad Sci USA1983802661266510.1073/pnas.80.9.266116593311PMC393887

[B10] SatoSToyaTKawaharaRWhittierRFFukudaHKomamineAIsolation of a carrot gene expressed specifically during early-stage somatic embryogenesisPlant Mol Biol199528394610.1007/BF000420367787186

[B11] ZengFCZhangXLZhuLFTuLGuoXPNieYCIsolation and characterization of genes associated to cotton somatic embryogenesis by suppression subtractive hybridization and macroarrayPlant Mol Biol20066016718310.1007/s11103-005-3381-x16429258

[B12] SuYHZhaoXYLiuYBZhangCLO’NeillSDZhangXSAuxin-induced WUS expression is essential for embryonic stem cell renewal during somatic embryogenesis in ArabidopsisPlant J20095944846010.1111/j.1365-313X.2009.03880.x19453451PMC2788036

[B13] MantiriFRKurdyukovSLoharDPSharopovaNSaeedNAWangX-DVandenBoschKARoseRJThe transcription factor MtSERF1 of the ERF subfamily identified by transcriptional profiling is required for somatic embryogenesis induced by auxin plus cytokinin in Medicago truncatulaPlant Physiol20081461622163610.1104/pp.107.11037918235037PMC2287338

[B14] SharmaSMillamSHedleyPMcNicolJBryanGMolecular regulation of somatic embryogenesis in potato: an auxin led perspectivePlant Mol Biol20086818520110.1007/s11103-008-9360-218553172

[B15] SuprasannaPBapatVMujib A, Šamaj JDifferential gene expression during somatic embryogenesisSomatic Embryogenesis. Volume 22006Springer, Berlin/Heidelberg305320

[B16] JamesCGlobal Status of Commercialized Biotech/GM Crops: 2010.ISAAA Brief No. 422010ISAAA, Ithaca, NY

[B17] WilkinsTRajasekaranKAndersonDMCotton biotechnologyCrit Rev Plant Sci20001951155010.1016/S0735-2689(01)80007-1

[B18] KumriaRSunnichanVGDasDKGuptaSKReddyVSBhatnagarRKLeelavathiSHigh-frequency somatic embryo production and maturation into normal plants in cotton (Gossypium hirsutum) through metabolic stressPlant Cell Rep2003216356391278941210.1007/s00299-002-0554-9

[B19] TrolinderNLGoodinJRSomatic embryogenesis and plant regeneration in cotton (Gossypium hirsutum L.)Plant Cell Rep1987623123410.1007/BF0026848724248660

[B20] JinSXZhangXLNieYCGuoXPLiangSGZhuHGIdentification of a novel elite genotype for in vitro culture and genetic transformation of cottonBiol Plantarum20065051952410.1007/s10535-006-0082-5

[B21] ZhuHGTuLLJinSXXuLTanJFDengFLZhangXLAnalysis of genes differentially expressed during initial cellular dedifferentiation in cottonChinese Sci Bull2008533666367610.1007/s11434-008-0468-1

[B22] HechtVVielle-CalzadaJPHartogMVSchmidtEDLBoutilierKGrossniklausUde VriesSCThe Arabidopsis somatic embryogenesis receptor kinase 1 gene is expressed in developing ovules and embryos and enhances embryogenic competence in culturePlant Physiol200112780381610.1104/pp.01032411706164PMC129253

[B23] GrabowskaAWisniewskaATagashiraNMalepszySFilipeckiMCharacterization of CsSEF1 gene encoding putative CCCH-type zinc finger protein expressed during cucumber somatic embryogenesisJ Plant Physiol200916631032310.1016/j.jplph.2008.06.00518778873

[B24] HuLSYangXYYuanDJZengFCZhangXLGhHmgB3 deficiency deregulates proliferation and differentiation of cells during somatic embryogenesis in cottonPlant Biotechnol J201191038104810.1111/j.1467-7652.2011.00617.x21554528

[B25] LengCXLiFGChenGYLiuCLcDNA-AFLP analysis of somatic embryogenesis at early stage in TM-1 (Gossypium hirsutum L.)Xibei Zhiwu Xuebao200727233237

[B26] WuXMLiFGZhangCJLiuCLZhangXYDifferential gene expression of cotton cultivar CCRI24 during somatic embryogenesisJ Plant Physiol20091661275128310.1016/j.jplph.2009.01.01219328593

[B27] ZhengZLAdvaniAMeleforsÖGlavasSNordströmHYeWEngstrandLAnderssonAFTitration-free massively parallel pyrosequencing using trace amounts of starting materialNucleic Acids Res201038e13710.1093/nar/gkq33220435675PMC2910068

[B28] WangXWLuanJBLiJMBaoYYZhangCXLiuSSDe novo characterization of a whitefly transcriptome and analysis of its gene expression during developmentBMC Genomics20101140010.1186/1471-2164-11-40020573269PMC2898760

[B29] TangFCBarbacioruCWangYZNordmanELeeCXuNLWangXHBodeauJTuchBBSiddiquiAmRNA-Seq whole-transcriptome analysis of a single cellNat Methods2009637738210.1038/nmeth.131519349980

[B30] XiangDVenglatPTibicheCYangHRisseeuwECaoYBabicVCloutierMKellerWWangEGenome-wide analysis reveals gene expression and metabolic network dynamics during embryo development in ArabidopsisPlant Physiol201115634635610.1104/pp.110.17170221402797PMC3091058

[B31] ThomasCBronnerRMolinierJPrinsenEvan OnckelenHHahneGImmuno-cytochemical localization of indole-3-acetic acid during induction of somatic embryogenesis in cultured sunflower embryosPlanta200221557758310.1007/s00425-002-0791-812172840

[B32] ZengFCZhangXLJinSXChengLLiangSGHuLSGuoXPNieYCCaoJLChromatin reorganization and endogenous auxin/cytokinin dynamic activity during somatic embryogenesis of cultured cotton cellPlant Cell, Tiss Organ Cult200790637010.1007/s11240-007-9253-0

[B33] MorrissyASMorinRDDelaneyAZengTMcDonaldHJonesSZhaoYHirstMMarraMANext-generation tag sequencing for cancer gene expression profilingGenome Res2009191825183510.1101/gr.094482.10919541910PMC2765282

[B34] KanehisaMGotoSKEGG: Kyoto Encyclopedia of Genes and GenomesNucleic Acids Res200028273010.1093/nar/28.1.2710592173PMC102409

[B35] von ArnoldSSabalaIBozhkovPDyachokJFilonovaLDevelopmental pathways of somatic embryogenesisPlant Cell, Tiss Organ Cult20026923324910.1023/A:1015673200621

[B36] BotsteinDCherryJMAshburnerMBallCABlakeJAButlerHDavisAPDolinskiKDwightSSEppigJTGene Ontology: tool for the unification of biologyNat Genet200025252910.1038/7555610802651PMC3037419

[B37] GotzSGarcia-GomezJMTerolJWilliamsTDNagarajSHNuedaMJRoblesMTalonMDopazoJConesaAHigh-throughput functional annotation and data mining with the Blast2GO suiteNucleic Acids Res2008363420343510.1093/nar/gkn17618445632PMC2425479

[B38] ZenoniSFerrariniAGiacomelliEXumerleLFasoliMMalerbaGBellinDPezzottiMDelledonneMCharacterization of transcriptional complexity during berry development in Vitis vinifera using RNA-SeqPlant Physiol20101521787179510.1104/pp.109.14971620118272PMC2850006

[B39] ChenZJSchefflerBEDennisETriplettBAZhangTGuoWChenXStellyDMRabinowiczPDTownCDToward sequencing cotton (Gossypium) genomesPlant Physiol20071451303131010.1104/pp.107.10767218056866PMC2151711

[B40] MarioniJMasonCManeSStephensMGiladYRNA-seq: an assessment of technical reproducibility and comparison with gene expression arraysGenome Res2008181509151710.1101/gr.079558.10818550803PMC2527709

[B41] ZhaoJMorozovaNWilliamsLLibsLAviviYGrafGTwo phases of chromatin decondensation during dedifferentiation of plant cellsJ Biol Chem2001276227722277810.1074/jbc.M10175620011274191

[B42] DovzhenkoADal BoscoCMeurerJKoopHUEfficient regeneration from cotyledon protoplasts in Arabidopsis thalianaProtoplasma200322210711110.1007/s00709-003-0011-914513316

[B43] JenikPDGillmorCSLukowitzWEmbryonic patterning in Arabidopsis thalianaAnnu Rev Cell Dev Bi20072320723610.1146/annurev.cellbio.22.011105.10260917539754

[B44] ParkSHaradaJJArabidopsis embryogenesisMethod Mol Biol200842731610.1007/978-1-59745-273-1_118369993

[B45] HuangCXJiaYCYangSLChenBSunHWShenFWangYZCharacterization of ZNF23, a KRAB-containing protein that is downregulated in human cancers and inhibits cell cycle progressionExp Cell Res200731325426310.1016/j.yexcr.2006.10.00917137575

[B46] LiZSThomasTLPEI1, an embryo-specific zinc finger protein gene required for heart-stage embryo formation in ArabidopsisPlant Cell199810383398950111210.1105/tpc.10.3.383PMC143998

[B47] SchlerethAMollerBLiuWKientzMFlipseJRademacherEHSchmidMJurgensGWeijersDMONOPTEROS controls embryonic root initiation by regulating a mobile transcription factorNature201046491391610.1038/nature0883620220754

[B48] TsukagoshiHBuschWBenfeyPNTranscriptional regulation of ROS controls transition from proliferation to differentiation in the rootCell201014360661610.1016/j.cell.2010.10.02021074051

[B49] GajMDZhangSHaradaJJLemauxPGLeafy cotyledon genes are essential for induction of somatic embryogenesis of ArabidopsisPlanta200522297798810.1007/s00425-005-0041-y16034595

[B50] BraybrookSHaradaJLECs go crazy in embryo developmentTrends Plant Sci20081362463010.1016/j.tplants.2008.09.00819010711

[B51] BoutilierKOffringaRSharmaVKKieftHOuelletTZhangLHattoriJLiuC-Mvan LammerenAAMMikiBLAEctopic expression of BABY BOOM triggers a conversion from vegetative to embryonic growthPlant Cell2002141737174910.1105/tpc.00194112172019PMC151462

[B52] LagacéMMattonDCharacterization of a WRKY transcription factor expressed in late torpedo-stage embryos of Solanum chacoensePlanta200421918518910.1007/s00425-004-1253-215045588

[B53] WangXCNiuQWTengCLiCMuJChuaNHZuoJROverexpression of PGA37/MYB118 and MYB115 promotes vegetative-to-embryonic transition in ArabidopsisCell Res20091922423510.1038/cr.2008.27618695688

[B54] FeherAPasternakTPDuditsDTransition of somatic plant cells to an embryogenic statePlant Cell, Tiss Organ Cult20037420122810.1023/A:1024033216561

[B55] JiménezVMGuevaraEHerreraJBangerthFEndogenous hormone levels in habituated nucellar Citrus callus during the initial stages of regenerationPlant Cell Rep2001209210010.1007/s00299000028030759920

[B56] MichalczukLRibnickyDMCookeTJCohenJDRegulation of indole-3-acetic acid biosynthetic pathways in carrot cell culturesPlant Physiol19921001346135310.1104/pp.100.3.134616653127PMC1075788

[B57] JiménezVMBangerthFEndogenous hormone concentrations and embryogenic callus development in wheatPlant Cell, Tiss Organ Cult200167374610.1023/A:1011671310451

[B58] ThornburgRWLiXWounding Nicotiana tabacum leaves causes a decline in endogenous indole-3-acetic acidPlant Physiol19919680280510.1104/pp.96.3.80216668256PMC1080846

[B59] ChaoILChoCLChenLMLiuZHEffect of indole-3-butyric acid on the endogenous indole-3-acetic acid and lignin contents in soybean hypocotyl during adventitious root formationJ Plant Physiol20011581257126210.1078/0176-1617-00500

[B60] SiriwaradnaSNaborsMWTryptophan enhancement of somatic embryogenesis in ricePlant Physiol19837314214610.1104/pp.73.1.14216663163PMC1066423

[B61] ChenJYMaPAZhaoYDZhuX-PCuiYZhangYMChenXJExpression of auxin-related genes during dedifferentiation of mature embryo in wheatActa Agronomica Sinica20093517981805

[B62] ParkWJKriechbaumerVMüllerAPiotrowskiMMeeleyRBGierlAGlawischnigEThe nitrilase ZmNIT2 converts indole-3-acetonitrile to indole-3-acetic acidPlant Physiol200313379480210.1104/pp.103.02660912972653PMC219053

[B63] NormanlyJGrisafiPFinkGRBartelBArabidopsis mutants resistant to the auxin effects of indole-3-acetonitrile are defective in the nitrilase encoded by the NIT1 genePlant Cell1997917811790936841510.1105/tpc.9.10.1781PMC157021

[B64] HagenGKleinschmidtAGuilfoyleTAuxin-regulated gene expression in intact soybean hypocotyl and excised hypocotyl sectionsPlanta198416214715310.1007/BF0041021124254049

[B65] NakazawaMYabeNIchikawaTYamamotoYYYoshizumiTHasunumaKMatsuiMDFL1, an auxin-responsive GH3 gene homologue, negatively regulates shoot cell elongation and lateral root formation, and positively regulates the light response of hypocotyl lengthPlant J20012521322110.1046/j.1365-313x.2001.00957.x11169197

[B66] TakaseTNakazawaMIshikawaAKawashimaMIchikawaTTakahashiNShimadaHManabeKMatsuiMydk1-D, an auxin-responsive GH3 mutant that is involved in hypocotyl and root elongationPlant J20043747148310.1046/j.1365-313X.2003.01973.x14756757

[B67] StaswickPESerbanBRoweMTiryakiIMaldonadoMTMaldonadoMCSuzaWCharacterization of an Arabidopsis enzyme family that conjugates amino acids to indole-3-acetic acidPlant Cell20051761662710.1105/tpc.104.02669015659623PMC548830

[B68] FrimlJVietenASauerMWeijersDSchwarzHHamannTOffringaRJurgensGEfflux-dependent auxin gradients establish the apical-basal axis of ArabidopsisNature200342614715310.1038/nature0208514614497

[B69] SwarupRKargulJMarchantAZadikDRahmanAMillsRYemmAMaySWilliamsLMillnerPStructure function analysis of the presumptive Arabidopsis auxin permease AUX1Plant Cell2004163069308310.1105/tpc.104.02473715486104PMC527199

[B70] KimJHarterKTheologisAProtein–protein interactions among the Aux/IAA proteinsProc Natl Acad Sci USA199794117861179110.1073/pnas.94.22.117869342315PMC23574

[B71] KepinskiSLeyserOThe Arabidopsis F-box protein TIR1 is an auxin receptorNature200543544645110.1038/nature0354215917798

[B72] LeyserHMOLincolnCATimpteCLammerDTurnerJEstelleMArabidopsis auxin-resistance gene AXR1 encodes a protein related to ubiquitin-activating enzyme E1Nature199336416116410.1038/364161a08321287

[B73] GrayWMKepinskiSRouseDLeyserOEstelleMAuxin regulates SCFTIR1-dependent degradation of AUX/IAA proteinsNature200141427127610.1038/3510450011713520

[B74] YangXYZhangXLFuL-LMinLLiuGZMultiple shoots induction in wild cotton (Gossypium bickii) through organogenesis and the analysis of genetic homogeneity of the regenerated plantsBiologia20106549650310.2478/s11756-010-0037-3

[B75] LiuBFZhongXHLuYTAnalysis of plant hormones in tobacco flowers by micellar electrokinetic capillary chromatography coupled with on-line large volume sample stackingJ Chromatogr A200294525726510.1016/S0021-9673(01)01503-511860141

[B76] ZhuLFTuLLZengFCLiuDQZhangXLAn improved simple protocol for isolation of high quality RNA from Gossypium spp. suitable for cDNA library constructionActa Agronomica Sinica20053116571659

[B77] MarioniJCMasonCEManeSMStephensMGiladYRNA-seq: An assessment of technical reproducibility and comparison with gene expression arraysGenome Res2008181509151710.1101/gr.079558.10818550803PMC2527709

[B78] GuoAHeKLiuDBaiSGuXWeiLLuoJDATF: a database of Arabidopsis transcription factorsBioinformatics2005212568256910.1093/bioinformatics/bti33415731212

[B79] GuoAYChenXGaoGZhangHZhuQHLiuXCZhongYFGuXCHeKLuoJCPlantTFDB: a comprehensive plant transcription factor databaseNucleic Acids Res200836suppl 1D966D9691793378310.1093/nar/gkm841PMC2238823

[B80] YangXYTuLLZhuLFFuLLMinLZhangXLExpression profile analysis of genes involved in cell wall regeneration during protoplast culture in cotton by suppression subtractive hybridization and macroarray2008593661367410.1093/jxb/ern214PMC256114918775953

How the deposited data were processed for this re-analysis (not part of the article)

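Digital gene expression was measured in 9 cotton libraries, 1 for each time point or stage of somatic embryogenesis. They were hypocotyls at 0 h, explants at 6 h, 24 h and 48 h of induction, NECs at 40 d, ECs, GEs, TEs and CEs. A tag is the CATG site of NlaIII with the 17 bases that follow it.

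For each library the authors removed adaptor tags, tags containing N and tags with a copy number of 1. They mapped the remaining 21-base clean tags to 20671 NCBI cotton unigenes with at most 1 mismatch, dropped tags that matched several genes and summed the tags of each gene. The methods also cite ERANGE, which shares out reads with several similar loci, and say that reads occurring up to 20 times were included beside unique ones. How this was combined with dropping tags that matched several genes is not described in the text. In the gene files 0 tags are listed for several genes. The text of the paper gives no aligner by name. The authors deposited 9 gene files with a raw count of tags per gene and a TPM value per gene, which is the count scaled to the clean tags of the library. The authors also deposited 9 tag files with the copy number, a count, of every clean tag. A further table by the authors holds the TPM and 8 columns of log2 ratio to 0 h for the genes they called differentially expressed, with 0 TPM set to 0.01. Counts were read from the gene files and clean-tag totals were summed from the copy numbers. The TPM column of each tag file, 9 columns in all, was not used, because TPM was computed from the copy numbers.

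Library depth ran from 3421294 clean tags at 24 h to 3713673 at 0 h. At this depth 3 tags, the limit set for a gene with none, correspond to 0.808 TPM at 0 h and 0.877 TPM at 24 h. The limit does not allow for removed tags with a copy number of 1 or for counting error in the other library, so folds given as "at least" are approximate. Gene identifiers are those of the unigene set. Of the 15339 identifiers, 0 were found in the RefSeq gene table, so names were taken from the annotation in the gene files and from Table S8 and Table S10. A gene was named in the text if the paper names it in its text or Figure 7 and Table S8 or S10 pairs the name with an identifier, or if it is a B3 gene listed by identifier. Where an identifier is paired with several names, it is printed beside the name. Further genes were chosen by rule, as those with the largest rise and fall in 4 comparisons after adding 1 TPM.

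Comparisons were each of 8 stages with 0 h, ECs with NECs, and GEs, TEs and CEs with ECs. Dedifferentiation was taken as 6 h, 24 h and 48 h, the transition as NECs and ECs, and embryo development as GEs, TEs and CEs, each against 0 h. Counts of auxin-related genes used ECs against NECs for the transition and the embryo stages against ECs. Counts of TF genes by process placed NECs in dedifferentiation as well as in the transition. The main test was a 2-sided exact conditional binomial test given the clean-tag totals of both libraries. False discovery rates followed Benjamini and Hochberg over the genes with a tag in either library. By the exact binomial test, genes were called at a P value of 0.001 or less, a false discovery rate below 0.05, an absolute log2 ratio of at least 1 and 20 TPM in at least 1 library. Ratios of named genes have exact 95% intervals for the ratio of a pair of Poisson counts.

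Gene lists came from the classes of Table S8-1 with at least 4 genes and from keywords in the nr descriptions. Each list is summarised by its median log2 ratio after adding 1 TPM. The median was ranked among 10000 random lists drawn from all genes in the same deciles of mean log2 TPM. The genes of Table S8-1 were chosen by the authors for being differentially expressed, so part of their distance from lists of all genes follows from that choice. Their medians were therefore also ranked among 10000 lists drawn only from the 5076 genes of the authors' table. Expression types and transcription factor families were those of Table S6 and Table S7. Because all comparisons with 0 h share a library, 5 sets of unchanged libraries were simulated with counting error alone and with added variation, and passed through the same steps. Offsets for the last 2 bases of a tag were estimated in each library from the tags outside the gene files at a mean of 20 TPM or more, 6008 tags. They were then averaged over the tags of each gene.

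Alternatives set before the data were examined covered the test, the library size, the level filter, the value added to zeros, the false discovery rate, an assumed variation between replicates, equal depth, the definition of the processes and the minimum for detection. Library sizes were clean tags, unambiguous tags, TMM sizes from edgeR and size factors from DESeq2. Added afterwards were the offsets, the random lists from the authors' table, a level filter that also admits genes at 10 TPM at 0 h, and the log2 threshold alone.

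The tests were tried on simulated data for ECs against NECs, with 13928 genes of which 200 were changed. The main test found 165 of them (82.5%) and called 0 unchanged genes. An edgeR exact test found 122 of them at a coefficient of variation of 0.2 and 0 of them at 0.4. These data held counting error alone, as the main test assumes, so they do not measure its false calls between real libraries. In unchanged libraries simulated with a coefficient of variation of 0.4, the main criteria called 3052.4 genes on average over the comparisons with 0 h. A simulated list raised by 1 on the log2 scale had a median of 0.96 at percentile 100, and an unchanged list had 0.04 at percentile 91.8. Simulated end effects were estimated with a correlation of 0.920 and a slope of 0.858.

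Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. The qRT-PCR, IAA and histology measurements were not analysed here, and the KEGG pathway assignments were not used.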

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

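Of the tests in this part, only the comparison of outside tags with gene tags 1 base away, the comparison of base calls at the end of the read, the calls by end, and the direction and number of site shifts in ECs were set before the values were seen. All other tests were chosen only after the result was seen.

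The paper counts 53.7% to 61.7% of the clean tags of a library as unknown. It proposes that the low share of assigned tags might partly reflect a database built mostly from sequences outside embryogenesis. The levels of single tags at the stages are not reported. The tags outside the gene files are a wider group, 68.6% to 74.1% of clean tags, so part of them were mapped in the paper. Among these outside tags, 55 distinct tags had at least 100 TPM in ECs and no copy in NECs, where 3 tags would be 0.822 TPM. The largest reached 898 TPM. Another 179 had at least 100 TPM in CEs and no copy at 0 h, where 3 tags would be 0.808 TPM, and the largest of these reached 5255 TPM. A tag with no copy in the files may have had a single copy that was removed. Of the 16952 outside tags at 20 TPM or more in some library, 5830 were higher in ECs than in NECs and 4797 were lower. Of these 16952 tags, 0.0826% lie within 1 base of a gene tag with at least 10 times the copies, but this decides nothing, because mapping with at most 1 mismatch already assigns such tags to genes. Another 0.855% lie 2 bases from a gene tag with at least 10 times the copies, and 0.985% lie within 1 base of an outside tag with that many. Misread copies of either kind are therefore unlikely to be the source of most of these 16952 tags. Outside tags under 20 TPM in every library were not tested for this. Mapped tags are also unlikely to make most copies of the 16952 tags, which take at least 49.2% of clean tags at the stages after 0 h. In the paper's Table S1, mapped tags that are not unambiguous make at most 6.51% of the clean tags of a library, and all mapped tags beyond those in the gene files at most 16.0%. These shares count copies, so how many of the distinct tags were mapped in the paper, among them the 55 and the 179, stays open. It stays open whether the others come from transcripts missing from the unigene set, the paper's partial explanation, or from genes specific to a stage. The end preference described next also bears on counts of tags that rise or fall between libraries, and those counts were not recomputed with offsets.

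The share of clean tags that end in AA stood out because nothing in the design sets it. It was 24.8% at 48 h, 25.4% in NECs and 21.5% in CEs, against 4.37% to 12.0% in the other libraries, and TT ran the other way. A preference for certain tag ends during library construction is consistent with what happens within genes that have tags at 2 sites. Between NECs and 0 h, 531 of 1071 such genes had a shift of 1 or more predicted from their end bases. Of these 531, 85.5% shifted towards the site that their end bases favour (95% interval 82.2% to 88.4%). Between CEs and TEs the same share was 85.9%, which argues against different genes at the stages as the source, because both sites belong to the same gene. Library size is unlikely to be the source, as the largest clean-tag total was 1.09 times the smallest. Errors in calling the last bases are also unlikely. Of the copies sharing the beginning of 49 abundant gene tags that end in TT, 5.94% ended otherwise at 48 h and 3.57% at 24 h, while the summed level of those tags fell from 25990.2 TPM to 10018.4 TPM. The tags were chosen for their level at 24 h, so part of that fall may follow from the choice. The last 2 bases took up 14.3% of the variance of tag levels between libraries, against 1.21% to 6.18% for other neighbouring pairs, and the effects inside and outside gene tags correlated at 0.945. For AA the effects outside were larger in size, except at 0 h and in ECs. The step of library preparation that made the difference, and differences between stages in how RNA or adaptors were handled, stay untested.

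This preference reaches the calls. For NECs against 0 h, the percent of called genes that were higher was 79.3 points larger for genes with AA tags than for genes with TT tags, and with offsets the difference was -9.04 points. It was 87.5 points between 48 h and 24 h and 94.6 points between CEs and TEs, and after offsets -8.77 and -21.0. Libraries with few AA tags (6 h, 24 h, GEs and TEs) were correlated with those with many (48 h, NECs and CEs). The 0 h and EC libraries were in neither group. The median correlation between the groups rose from 0.399 to 0.533 with offsets, while within these groups it went from 0.458 to 0.447. The offsets overshoot in part of the comparisons, so they are likely an approximation to the preference rather than a full account of it.

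Shifts between gene tags at 2 sites could otherwise be read as a change of transcript end. Between ECs and NECs, 387 of 1022 genes shifted, and 92.7% of the shifts with a predicted direction followed the end preference, which is consistent with a large part of them coming from library preparation. How many it accounts for cannot be told apart from other sources, because 272 shifts stayed beyond what the ends give but the offsets are an approximation. The ends give little or no shift for 73 of the shifts, so the preference as estimated is unlikely to account for them. All 73 lay beyond counting error, but every such shift in the comparisons run did, so this adds no evidence. Between TEs and GEs, 15 of 860 genes shifted, 14 of them with little or no shift given by the ends. Between 6 h and 24 h, 128 of 1253 genes shifted, 123 of them with little or no shift given by the ends. No gene in these last comparisons had a predicted shift of 1 or more. The estimated preference therefore offers no source for these shifts, but their number is no further test of it. A change of transcript end stays open in all these comparisons and was not tested.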

How the results depend on the processing

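The end offsets, a level rule that also admits genes with 10 TPM or more at 0 h, calls by the log2 ratio alone and random lists from the authors' called genes were tests chosen only after results had been seen, and the other 16 alternatives were set before the data were examined.

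Over 343 results and 20 alternatives, 1601 values were compared with the reported ones. Of these 1415 stayed within 1.5 times the count or within the spread given to each value, 182 moved further and 4 reversed. Those set before the data were examined gave 1171 values that stayed, 116 that moved and 0 reversals. The alternatives chosen later gave 244, 66 and 4. No result moved with the Audic-Claverie test (25 results), a false discovery rate under 0.001 (25), thinning to the smallest library (35), the 10 TPM rule (25) or the log2 ratio alone (21). No paired analysis was possible because each stage has a single library, and no replicate could be left out.

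Without the TPM filter more genes were tested, and the counts rose to 3292 at 24 h, 4458 in ECs, 4002 in TEs and 4118 in CEs. In any comparison with 0 h they rose to 8276, from 4608. By process they became 5598 for dedifferentiation, 5939 for the transition and 5682 for embryo development, and genes in a single process 1011, 823 and 705. With 20 TPM required in 1 of the 2 libraries compared, these last numbers were 554, 538 and 360, and auxin genes in embryo development fell from 49 to 32. A gene that fails this rule in part of the comparisons can be left in a single process, which follows from its construction.

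An edgeR exact test that assumes a biological coefficient of variation asks for larger differences, so its lower counts follow from its construction. At 0.2 it called 1039 genes at 6 h, 1322 at 24 h, 1234 in GEs against ECs, 1458 in TEs against ECs and 1466 in CEs against ECs. Genes in all processes fell from 2384 to 1340, auxin genes in dedifferentiation from 62 to 40 and auxin genes higher in ECs than NECs from 29 to 18. Genes in the transition only rose to 482 and in embryo development only to 346, and the cause was not tested. At 0.4 the counts against 0 h were 274 at 6 h, 409 at 24 h, 527 at 48 h, 691 in NECs, 1022 in ECs, 881 in GEs, 802 in TEs and 844 in CEs, and 2073 in any of them. ECs against NECs had 987, and against ECs the embryos had 388 in GEs, 521 in TEs and 482 in CEs. The processes had 805, 1422 and 1172, with 310 in all of them, 482 in the transition only and 308 in embryo development only. Auxin genes numbered 20 in dedifferentiation, 14 between ECs and NECs (8 higher, 6 lower) and 13 in embryo development. Without replicates the coefficient of variation is not known, so these counts show how far the number of genes rests on counting error alone.

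The share of higher genes also moved. At 0.4 it went from 49.8% to 62.8% at 6 h (172 higher, 102 lower), and against ECs from 47.3% to 68.3% in GEs (265 and 123), from 49.4% to 66.0% in TEs (344 and 177) and from 46.2% to 63.1% in CEs (304 and 178). Against 0 h it fell at 0.4 from 44.6% to 34.8% in ECs (356 and 666) and from 42.3% to 34.0% in NECs (235 and 456). Smaller falls came at 48 h, in GEs, TEs and CEs against 0 h, and in ECs against NECs. DESeq2 size factors took it from 38.5% to 51.0% at 48 h (1227 and 1178). The cause was not tested. Scaling moved the median of genes at 20 TPM or more by over 0.1 in several libraries. From -0.30 at 48 h it went to -0.08 with unambiguous tags, -0.06 with TMM and 0.01 with DESeq2, from -0.22 in TEs to -0.07 with TMM and from -0.14 in NECs to 0.00 with TMM. At 6 h it was 0.11 with unambiguous tags, from 0.00. Between ECs and NECs it went from -0.09 to -0.24 with TMM or DESeq2, between TEs and ECs from 0.00 to 0.11 with TMM, and between GEs and ECs from 0.00 to -0.12 with unambiguous tags. Differences in count between higher and lower genes in these comparisons are to be read against these shifts.

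Placing NECs with dedifferentiation, comparing ECs with NECs and embryos with ECs gave 682 genes in dedifferentiation only and 136 in the transition only. Comparing ECs with NECs for the transition and embryos with 0 h or ECs gave 86 in the transition only and 370 in embryo development only. These shifts follow from which comparisons each process holds. Requiring 5 tags for detection can only raise the number of undetected TF genes, here to 30 at 0 h, 24 at 6 h, 36 at 24 h, 63 at 48 h, 52 in NECs, 60 in GEs, 51 in TEs and 46 in CEs.

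Medians of gene lists moved by more than the spread of random lists under a few settings. With unambiguous tags as library size, the auxin median was -0.86 in ECs and -0.93 in CEs and the heat shock median at 6 h was 0.20. The auxin median in CEs was also -0.93 with TMM and -0.92 with DESeq2, from -1.15. With 0.1 TPM added, where genes without a tag take large ratios, the auxin median in GEs was -1.60 and Aux/IAA genes had -3.53 at 48 h and -4.46 in ECs. Reserve genes had 9.22 and photosynthesis genes -3.41 in CEs, and jasmonate genes 2.45 at 6 h. Keeping genes with 20 TPM or more, reserve genes had 8.10 and photosynthesis genes -3.75 in CEs, heat shock genes 1.25 and jasmonate genes 1.79 at 6 h, photosynthesis genes 0.17 at 24 h, and ribosomal genes -0.23 between ECs and NECs. This filter removes members of each list. With offsets the heat shock median was 0.28 and the proteinase inhibitor median 0.46 at 6 h, photosynthesis genes had -2.12 in CEs and ribosomal genes 0.29 between ECs and NECs. For the offsets and the scalings the cause was not tested. Among random lists drawn from the genes the authors called, the percentile of the auxin median rose from 0.410 to 10.6 at 6 h and from 0.02 to 4.02 at 48 h. At these stages the low percentile among all genes may follow from how the auxin genes were chosen, and at the other stages the median stayed under the 2.5 percentile against 0 h.

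Adding 1 TPM to both libraries limits ratios of genes without a tag, which otherwise take 0.01 TPM. The standard deviation over the 26 qRT-PCR genes became 1.75 at 6 h, 2.03 at 24 h, 2.63 at 48 h, 3.00 in NECs, 5.67 in ECs, 6.50 in GEs, 6.06 in TEs and 6.24 in CEs. For the 25 auxin genes it became 2.05 at 48 h, 2.68 in NECs, 2.62 in ECs, 2.44 in GEs, 2.35 in TEs and 2.46 in CEs.

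For single genes, 194 ratios were recomputed. Adding 1 TPM moved 0 of 178, TMM moved 6, DESeq2 size factors 8 and unambiguous tags 10. The offsets moved 60 and reversed 4, namely TRP1 S30010234 in CEs from 1.04 to -0.25, APM1 S33832032 at 48 h from 1.22 to -0.75, PAP1 S28666080 at 6 h from -1.06 to 0.29 and B3 S42340389 in CEs from 1.15 to -0.33. The offsets may overcorrect genes with AA tags, so a reversed sign is not established for these 4 ratios. Whether the end preference caused these calls was not tested gene by gene, and the cause was not tested for the other settings. Depth also limits single genes, since a gene without a tag may still have up to 3 tags, or more where single-copy tags had been removed. AXR1 S42305003 and ARF6-1 S30017837, both under 20 TPM, passed in part of the comparisons once the TPM filter was left out.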

Differences from the paper's values

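The tests of the end offsets, of a level rule that admits genes with 10 TPM or more at 0 h and of the log2 ratio alone were chosen only after the result was seen. The paper also measured selected genes by qRT-PCR. Those values were not analysed here, so the differences in single genes below concern tag counts alone.

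The paper's text gives 30986 to 39970 distinct unambiguous tags per library, and the gene files list 17086 to 23890. The paper's mean is 34278, and the mean in the gene files is 19199.8. No alternative was run for these numbers. The paper places the largest numbers of distinct tags at 48 h, while they were at 24 h here, for all clean tags (134986, against 123428 at 48 h) and for tags listed for genes. The paper's Table S1 also has these maxima at 24 h, with 39970 distinct unambiguous tags there and 33420 at 48 h. Its clean-tag totals equal those of the tag files for all 9 libraries under the same stage names.

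Genes in dedifferentiation only numbered 284 here against the paper's 588. Of the alternatives set before the data were examined, 20 TPM in 1 of the 2 libraries compared (554) and NECs placed with dedifferentiation (682) came within 1.5 times the paper's number. The Audic-Claverie test, the other library sizes, the absence of a TPM filter, 1 TPM added, the stricter false discovery rate, the edgeR tests, thinning and the direct comparison of ECs with NECs did not. Genes in the transition only numbered 275 against the paper's 137. NECs placed with dedifferentiation (136) closed this gap, as did the log2 ratio alone (186), which was chosen after seeing the values. All other alternatives set before the data were examined left a difference, from 86 with ECs compared directly with NECs to 823 without a TPM filter. Genes in embryo development only numbered 186 against the paper's 813, and leaving out the TPM filter (705) was the sole alternative run that closed the gap. The nearest of the others was ECs compared directly with NECs (370).

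TF genes without a tag at 48 h numbered 25 against the paper's 10. Requiring 5 tags (63) can only raise this number, so it could not have closed the gap.

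The paper finds more lower TF genes in embryo development than in the earlier processes. Here TF genes that were only lower numbered 185 in dedifferentiation with NECs included, 191 in the transition, which also holds NECs, and 177 in embryo development. At 48 h 171 TF genes were lower, and in embryos 147, 133 and 149. With TMM, and with the offsets chosen after seeing the values, the largest number also lay outside the embryo stages, at 161 in ECs and 188 at 48 h. The paper counts every TF gene that did not go up as going down, while here 133 were only higher, 165 only lower and 108 both. MYB-related genes are described as mostly going down. At 48 h 7 of the 19 were lower and 4 higher and in NECs 6 lower and 3 higher. In ECs 3 were lower and 8 higher, in GEs and TEs 4 lower and 6 higher and in CEs 6 lower and 6 higher. This was not recomputed under other scalings.

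For 6 genes that the paper reports as differentially expressed, levels stayed under 20 TPM in all libraries and no comparison passed. They are FMO, the transport gene S42333454, AFB2, AXR1, ARF6-1 and B3 S42277219. Each was called in at least 1 comparison with 0 h without the TPM filter, and also with the rule of 10 TPM at 0 h, which was chosen after seeing the values.

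TRP1 is described as rising at 6 h and 24 h and through embryogenesis. Its log2 ratios to 0 h were 0.21 at 6 h, -0.37 at 24 h, -1.15 in GEs and -1.02 in TEs, none of them called as higher. With offsets, chosen after seeing the values, the 6 h ratio of 1.29 was called. ASB1 had -0.48 at 48 h and -0.29 in CEs, where the paper has it higher throughout, and no setting run called these. NIT4A is given as lower over the whole process and as restricted to dedifferentiating cells. It had 20.2 TPM in TEs, and its ratios to 0 h at 24 h (-0.76) and in NECs (-0.45), GEs (-0.76), TEs (-0.46) and CEs (-0.46) were not called under any setting run. All of these ratios lay below 0, in the direction the paper gives. The paper reports the pattern of TRP1, ASB1 and NIT4A from qRT-PCR as well, and a similar profile for additional nitrilase genes. YUC, given as restricted to embryogenic tissues, had 6.73 TPM at 0 h.

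The paper has conjugate metabolism genes going down. Of the 8 genes, 6 lay below 0 h at 48 h and in NECs, GEs and CEs, 5 in TEs, 4 at 24 h and in ECs and 3 at 6 h. So the list as a whole lay mostly below 0 h from 48 h on, except in ECs, while single genes did not. Those called higher were ILL6 at 6 h (2.54) and 24 h (1.61), GH3.6 in GEs (5.25) and TEs (5.33), GH3.17 in NECs (1.76), ILR1 in ECs (1.18) and IAMT1 in ECs (at least 59.4-fold). GH3.17 is reported as rising at 6 h, where its ratio was -0.23 and no setting run called it.

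Among transport genes, AUX1 S42308191 is given as going down and was higher at 48 h (3.14), by less with offsets. In the paper's direction, it was called lower than 0 h in GEs and TEs and lower in ECs than in NECs. With offsets these lower calls were lost. TRN1 S42299563 and AGG2 S42308314 are given as going up. TRN1 was called higher at 24 h (1.12) and lower in CEs (-1.57), and with offsets, chosen after seeing the values, neither was called. AGG2 was called higher at 6 h (1.26), in NECs (1.72), GEs (1.89), TEs (1.18) and CEs (1.40), and had -0.46 in ECs. With offsets its calls at 6 h (0.64), in NECs (0.85) and in TEs (0.33) were lost. The small early rise of PIN3 was 0.93 at 6 h and not called, and with unambiguous tags as library size it was called.

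AUX2-11-2 is named as an exception to the fall of Aux/IAA genes in dedifferentiation, but had -0.36 at 6 h, -2.92 at 24 h and -5.63 at 48 h. The paper has the Aux/IAA genes at their lowest in ECs. Of the 13 genes, 6 were above and 6 below their NEC level in ECs. The median log2 ratio of 0.00 belongs to a gene without a tag in either library, so it cannot show a fall. This comparison was not run under other settings.

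Of the ARF genes that the paper has rising in embryo development, NPH4 was lower in GEs than at 0 h (-3.32) and than in ECs (-2.62). ARF6-2 was lower than at 0 h in GEs (-1.98), and no setting run called either as higher in embryos. ARF9 had 0.53 in TEs against 0 h and was not called. Against ECs its TE ratio of 0.84 was called with DESeq2 size factors. ARF6-1 was called higher in embryos than in ECs without the TPM filter, and with the rule of 10 TPM at 0 h, chosen after seeing the values. NPH4 is also listed as high in dedifferentiation, where its 6 h ratio was -2.38.

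TIR1, ASK2 and ASK1 passed at fewer stages than the paper's description covers. TIR1 S37590130 had -0.29 in NECs, which no setting run called. TIR1 S33811942 had -0.64 at 6 h, -0.61 at 24 h and -0.26 in TEs, called only with offsets, and -0.48 in ECs, not called under any setting run. ASK2 S42334433 is given as lower over the whole process. It was not called at 6 h (-0.40), 24 h (-0.77), 48 h (-0.94), in NECs (-0.47) or in CEs (-0.84), and offsets called all of these. ASK1 S33808515, given as higher in embryo development, was not called in GEs (0.68), TEs (0.71) or CEs (0.85). Offsets called it in GEs and TEs, and each of the other library sizes called it in CEs. The offsets were chosen after seeing the values. B3 S33821461, given as going down, had 0.39 in ECs.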

Other observations

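The tests in this part were all chosen only after the result was seen, except the share of higher genes in ECs with gene tags as library size.

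More genes were lower than higher than 0 h from 48 h on, and gene tags made a smaller share of clean tags at those stages than at 0 h. With gene tags as library size, 52.0% of the genes called in ECs were higher, but with TMM it was 44.5% and with DESeq2 size factors 45.0%. The scalings disagree at that stage, so whether the smaller share accounts for the excess of lower genes in ECs stays open. At 48 h and in NECs, GEs, TEs and CEs it is unlikely to be enough, because the largest percent of higher genes with that library size was 46.5%, in CEs. At 48 h DESeq2 size factors gave 51.0%, so there the excess itself depends on the scaling. With offsets lower genes still outnumbered higher genes at every stage from 48 h on, with 32.5% higher at 48 h, 38.3% in CEs and 44.7% in ECs. The end preference as estimated therefore does not remove the excess. The offsets overshoot in CEs, where the called genes with AA tags went from 66.8% to 29.4% higher. A contribution of the end preference to the excess stays open. A true excess of genes that fall in culture stays open, as does a change in the composition of the mRNA that moves all ratios.

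In the deposited table of differentially expressed genes, more genes were lower than higher at 6 h, with 1318 at or below -1 and 1041 at or above 1. A level rule that admits low genes by their value at 0 h may account for this. Without the level filter, 523 called genes stayed under 20 TPM in every library and had 10 TPM or more at 0 h, and 523 of them are in the table, while 0 of the other 3145 called genes under 20 TPM are. Of the table's 537 genes under 20 TPM, all 537 had 10 TPM or more at 0 h, with a smallest value of 10.2 TPM, and 194 had it at 6 h. Such genes can pass as lower than 0 h more easily than as higher. Among genes with 20 TPM or more in a library, the table has 1041 higher and 1080 lower at 6 h. The paper's text does not describe a rule of this kind.

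GE and TE libraries were nearly alike, with a correlation of 0.962 between their log2 TPM values, but a library deposited a second time is unlikely, because 225 genes differed between TEs and GEs. The similarity of these stages in culture stays open as a reason.

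The paper's correlation of qRT-PCR with tag counts rises from 6 h to the embryo stages. The spread of the ratios rises with it, and this could account for most of the change. The odds of R2 ranged 34.1-fold over the stages, and after division by the variance of the log2 ratios from tags they ranged 4.39-fold, or 4.07-fold with 1 TPM added. Sampling of early explants, which the paper mentions, stays open for the rest.

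In the paper's table of transcription factors, the TPM columns match the gene files for 0 of 459 entries, while the log2 ratios match for 459. TPM columns that are out of step with the gene names may explain why its undetected transcription factors per stage differ from the gene files, which hold 25 without a tag at 48 h, or 63 if at least 5 tags are required.

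Some results belong to no sentence of the paper. Embryo reserve and late embryogenesis genes had a median log2 ratio to 0 h of 6.50 in GEs and 6.57 in CEs, both at percentile 100 of matched random lists. Histone genes were higher in ECs than in NECs by a median of 2.46 (percentile 100) and lower in CEs than in ECs, at -2.27 (percentile 0). Photosynthesis genes fell to -1.73 in ECs and -2.61 in GEs (percentile 0 in both). Jasmonate genes had a median of 0.98 at 6 h (percentile 99.93), with 13 of 14 above 0. For heat shock genes it was 0.12 at 6 h (percentile 95.1) and for ribosomal genes 0.61 at 24 h (percentile 99.99) and 0.00 between ECs and NECs (percentile 55.6).

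Single genes chosen by the size of their change were as follows. At 6 h S30006034 rose by a log2 ratio of 10.53 (95% interval 8.98 to 12.81) and S42306550 at least 305-fold, while S33824521 had -7.56 (-9.84 to -6.01) and S42359854 -6.20. In NECs S28645057, annotated as pathogenesis-related protein 4A, was at least 1788-fold above 0 h and the proline-rich S33830581 had a log2 ratio of 10.15, while S28644841 had -11.20 and S28644674 -9.06, or -6.56 with offsets. From NECs to ECs S44690443 rose by 12.56 and S33805169 by 9.19, which became 9.68 and 6.34 with offsets, as their tags end in TT. S28643873, a class 10 pathogenesis-related protein, was at least 1601-fold lower in ECs, and S33839735 at least 975-fold. In CEs the oleosin genes S33810967 and S33816210 were at least 8578-fold and 4588-fold above 0 h, while S28644841 had a log2 ratio of -13.17 and S42307533 was at least 819-fold lower. None of these calls changed with offsets. Folds given as "at least" rest on the limit of 3 tags, which leaves removed single-copy tags aside, and are approximate. They also leave out the counting error of the other library. For S33810967 the exact 95% interval began at a log2 ratio of 12.77, which is below the printed fold.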
